# The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain

**DOI:** 10.1038/s41467-021-21663-w

**Published:** 2021-03-04

**Authors:** Saikat Bhattacharya, Michaella J. Levy, Ning Zhang, Hua Li, Laurence Florens, Michael P. Washburn, Jerry L. Workman

**Keywords:** Enzyme mechanisms, Histone post-translational modifications, RNA splicing, Transcription

## Abstract

Heterogeneous ribonucleoproteins (hnRNPs) are RNA binding molecules that are involved in key processes such as RNA splicing and transcription. One such hnRNP protein, hnRNP L, regulates alternative splicing (AS) by binding to pre-mRNA transcripts. However, it is unclear what factors contribute to hnRNP L-regulated AS events. Using proteomic approaches, we identified several key factors that co-purify with hnRNP L. We demonstrate that one such factor, the histone methyltransferase SETD2, specifically interacts with hnRNP L in vitro and in vivo. This interaction occurs through a previously uncharacterized domain in SETD2, the SETD2-hnRNP Interaction (SHI) domain, the deletion of which, leads to a reduced H3K36me3 deposition. Functionally, SETD2 regulates a subset of hnRNP L-targeted AS events. Our findings demonstrate that SETD2, by interacting with Pol II as well as hnRNP L, can mediate the crosstalk between the transcription and the splicing machinery.

## Abstract (web summary)

The methylation of Histone 3 at Lysine 36 (H3K36) has been implicated in the regulation of transcription and coupled processes such as mRNA splicing. Here the authors show that the histone methyltransferase SETD2 interacts with hnRNP L to mediate the crosstalk between the transcription and splicing machineries.

## Introduction

Alternative splicing (AS) of pre-mRNA is a crucial process that enables cells to synthesize different protein isoforms from the same gene^1^. It occurs by the rearrangement of intron and exon elements that are joined by protein–RNA complexes known as the spliceosome to yield mature RNAs. It is estimated that 95% of the human genes undergo AS and this gives rise to the protein diversity needed for the varied cell types and functions from a limited set of genes^2,3^. AS functions in critical biological processes including cell growth, cell death, pluripotency, cell differentiation, development, and circadian rhythms^4–6^.

It is clear now that pre-mRNA splicing is coupled to transcription. Such coupling permits the sequential recognition of emerging splicing signals by the splicing factors^7^. Two models have been proposed to explain this coupling. The “kinetic model” proposes that changes in the rate of Pol II transcription influence the splice site selection process and hence, AS^8–11^. According to the “recruitment model”, Pol II plays a central role in recruiting specific splicing regulators for co-transcriptional regulation of AS^9,11,12^.

An example of specific splicing regulators that are important in pre-mRNA processing and could be players in the “recruitment model” are the RNA-binding heterogeneous nuclear ribonucleoproteins (hnRNPs). hnRNPs bind to splice sites in the pre-mRNA and regulate splicing^13^. The role of hnRNPs in regulating gene expression is of increasing interest in disease research. The expression level of hnRNPs is altered in many types of cancer, suggesting their role in tumorigenesis^14^. In addition to cancer, many hnRNPs have also been linked to neurodegenerative diseases, such as spinal muscular atrophy, amyotrophic lateral sclerosis, Alzheimer’s disease, and frontotemporal lobe dementia^15–18^.

AS is a very context-dependent process that depends on factors such as cell type, development stage, cytokine stimulation, and DNA damage^19–24^. Furthermore, factors like the rate of transcription, specific splicing factors, histone modifications, etc. are also involved in AS regulation, which increases the complexity of the process. This being the case, it would be logical to expect that hnRNPs would bind to specific target sequences to influence AS. Proteins such as hnRNP L, bind to CA-rich regions in mRNAs^13,25,26^. Although intronic CA sequences constitute novel regulatory elements of alternative splicing, they are widespread, and hnRNPs are very abundant and ubiquitous proteins^25,27^. It is unclear what additional players determine the hnRNPs target specificity. Moreover, while a context-dependent regulation of splicing by hnRNP L has been noted^28^, it is unknown what factors determine this.

It is reasonable to speculate that the players that govern AS work in concert with one another to regulate splicing outcomes and are likely dependent on specific factors to mediate the cross talk and couplings amongst them. In support of this, it was previously shown that hnRNP L specifically interacts with the Mediator complex subunit, Med23, and regulates the splicing of a common set of genes^29^. Interaction of hnRNP L with the splicing factor, PTBP1, and their role in co-regulating splicing has also been reported^30,31^. In addition, hnRNP L has been shown to co-purify the histone methyltransferase SETD2^32^ although, the functional relevance of this interaction is not clear. Together, these findings reinforce the idea that specific interactions between hnRNPs and other proteins may not only allow the coupling of transcription and splicing but also facilitate the enrichment of hnRNPs near their target pre-mRNA transcripts.

Here, we present further evidence to support this emerging concept by showing that SETD2, which is known to travel with the elongating Pol II, interacts with hnRNP L. Further characterization of this association revealed that SETD2 interacts through the RNA-recognition motif (RRM2) of hnRNP L and a previously uncharacterized novel domain in SETD2, the SETD2-hnRNP Interaction (SHI) domain. Functionally, the deletion of the SHI domain from SETD2 leads to a reduced deposition of the histone mark H3K36me3 that is known to regulate splicing. Furthermore, the depletion of SETD2 and hnRNP L followed by RNA-seq revealed that the two proteins regulate the transcription and splicing of a common set of genes. Our findings reveal the role of SETD2 in the functional integration between the transcription and splicing machinery in mammalian cells and emphasize the direct roles of specific components in regulating AS.

## Results

### Purification of hnRNP L RRM2 reveals SETD2 as an interactor

Previously, the RRM2 domain of hnRNP L had been shown to interact with the Mediator complex subunit Med23^29^. The RRM is the most abundant RNA-binding domain in higher vertebrates^33^. Biochemical studies have revealed the versatility of the RRM’s interaction with single-stranded nucleic acids, proteins, and lipids^34,35^. We were curious whether the RRM of hnRNP L interacted with more transcription-related proteins besides Med23 to regulate splicing, especially since AS events co-regulated by Med23 and hnRNP L were a very small fraction of the hnRNP L-regulated AS events.

To identify putative interactor(s) of hnRNP L that might contribute to the coupling of splicing and transcription, we decided to purify the RRM2-containing hnRNP L fragment, 162–321 (Fig. 1a). hnRNP L is predicted to have a nuclear localization signal (NLS) at its N-terminal region (Fig. 1a, Supplementary Fig. 1a) and is a nuclear protein. The localization of mCherry-hnRNP L 162–321 demonstrated that it is pan-cellular, and hence its purification should reveal its nuclear interactors (Fig. 1b). Next, Halo-hnRNP L 162–321 was affinity-purified using Halo ligand-conjugated magnetic resin from 293T extracts with and without RNase treatment. Elution of the proteins purified using this technique involved cleaving the Halo-tag with TEV protease. To confirm the purification of the bait protein, silver staining as well as immunoblotting with an anti-hnRNP L antibody, that has epitope in RRM2, was performed (Fig. 1c, d). The purified complexes were subjected to multidimensional protein identification technology (MudPIT) mass spectrometry (Supplementary Data 1). The Ingenuity Pathway Analysis (IPA) of +RNase purified complexes revealed that the co-purified proteins were enriched in the pathways of RNA processing and splicing (Fig. 1e). Consistent with an earlier report^29^, Med23 was co-purified from lysate treated with RNase (Fig. 1f). Notably, there were only 25 proteins identified from both the hnRNP L with and without RNase samples that were not identified in the mock. One such protein was the histone methyltransferase SETD2 (Fig. 1f). The co-purification of SETD2 with hnRNP L 162–321 was confirmed by western blotting with an anti-SETD2 antibody (Fig. 1d).

**Fig. 1:**
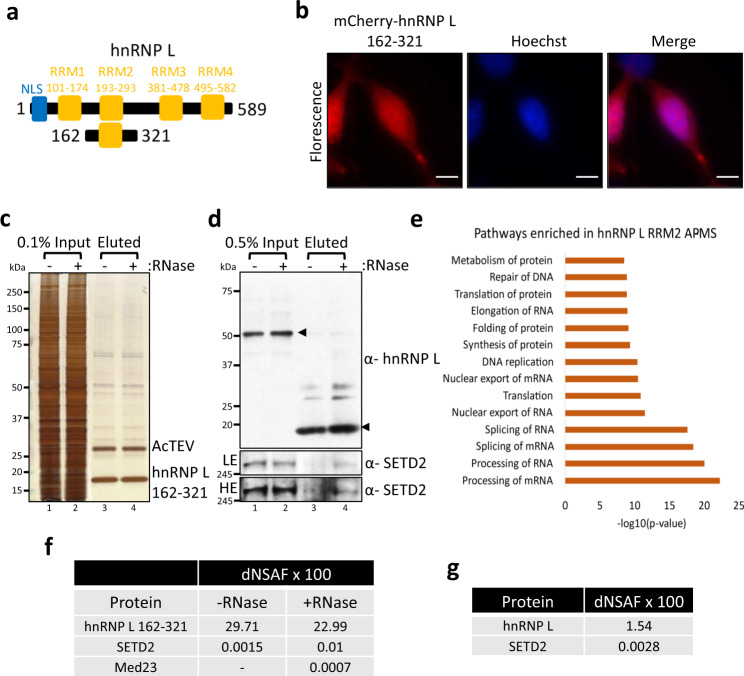
Purification of hnRNP L RRM2 reveals SETD2 as an interactor. **a** Cartoon illustrating the truncation of hnRNP L along with the known domains. RRM RNA-recognition motif, NLS nuclear localization signal. **b** Microscopy images showing localization of mCherry-hnRNP L 162–321. The scale bar is 10 µm. The experiment was repeated at least four times all yielding similar results. **c**, **d** Halo purification was performed from extracts of 293T cells expressing Halo-hnRNP L 162–321. Input and eluted samples were resolved on gel followed by silver staining or western blotting. The expected band for the target proteins are depicted by arrows. HE high exposure, LE low exposure. The experiment was repeated at least two times all yielding similar results. **e** IPA (Ingenuity Pathway Analysis) of proteins enriched in Halo-hnRNP L 162–321 purification. **f**, **g** Table showing the dNSAFs ×100 of the listed protein. dNSAF distributed normalized spectral abundance factor.

We wanted to confirm whether the full-length hnRNP L also co-purified SETD2. For this, MudPIT of full-length Halo-hnRNP L purified from 293T extracts was performed. A total of 1236 proteins were significantly enriched over the mock (log fold change >1 and Z-statistic >2) including SETD2 (Fig. 1g, Supplementary Data 1). Previously, we and others have shown that the full-length SETD2 protein is robustly degraded by the ubiquitin-proteasome pathway^36,37^. Therefore, the low dNSAF values of SETD2 could be due to the low abundance of the endogenous SETD2 protein. The IPA showed that the purified proteins were enriched in the RNA processing pathways which is consistent with the known role of the family of hnRNP proteins (Supplementary Fig. 1b). SETD2 engages the C-terminal domain (CTD) of elongating RNA Pol II which makes it a good candidate to bridge the splicing apparatus and the transcription elongation machinery. Furthermore, much like for hnRNP L, SETD2 depletion is known to result in splicing aberrations^37–39^. Therefore, we decided to further investigate the SETD2-hnRNP L interaction.

### SETD2 can interact with hnRNP L independent of its Pol II association

It is known that hnRNPs are a class of pre-mRNA binding proteins that associate with RNA from the early stages of transcription, export to the cytoplasm, and loading onto the ribosome for translation. It is also known that SETD2 binds to elongating Pol II. Therefore, we investigated whether the SETD2-hnRNP L interaction observed was due to the presence of RNA in the lysate or the known SETD2-Pol ll interaction.

Previously, we established that full-length SETD2 is robustly degraded by the proteasome and its smaller fragments are much better expressed^40^. Based on this knowledge, we opted to purify two overlapping fragments of SETD2: N + catalytic domains (1–1692) and C (1404–2564 (N3) both having at least one NLS and the catalytic domains, AWS, SET, and Post-SET (Fig. 2a). Microscopy with the GFP-tagged version of the fragments revealed that both localized to the nucleus, which is consistent with our previous characterization of the SETD2 NLS (Fig. 2b)^36^. Next, Halo-SETD2 1–1692 and 1404–2564 (SETD2C) were affinity-purified from 293T extracts using Halo ligand-conjugated magnetic resin. The purified complexes were resolved on a 4–12% gradient gel, visualized by silver staining, and subjected to MudPIT (Fig. 2c). Proteomic analysis revealed a significant enrichment over mock (log fold change >1 and Z-statistic >2) of 116 proteins with the N + catalytic domains and 398 proteins with the C-terminal fragment (Supplementary Data 2). Strikingly, not only was hnRNP L co-purified with SETD2C, but it was also the most abundant protein identified in the purification after the bait (Fig. 2d, Supplementary Data 2). The reciprocal purification of Halo-SETD2 further confirmed the interaction between hnRNP L and SETD2 identified in Figs. 1f and g. Also, the RNA Pol II CTD subunit RPB1 was identified, consistent with the known role of Pol II in regulating H3K36me3 deposition (Fig. 2d). Furthermore, the IPA of proteins co-purified with both the SETD2 fragments showed enrichment of pathways belonging to RNA processing much like what was observed for hnRNP L (Fig. 2e, Supplementary Fig. 2a).

**Fig. 2:**
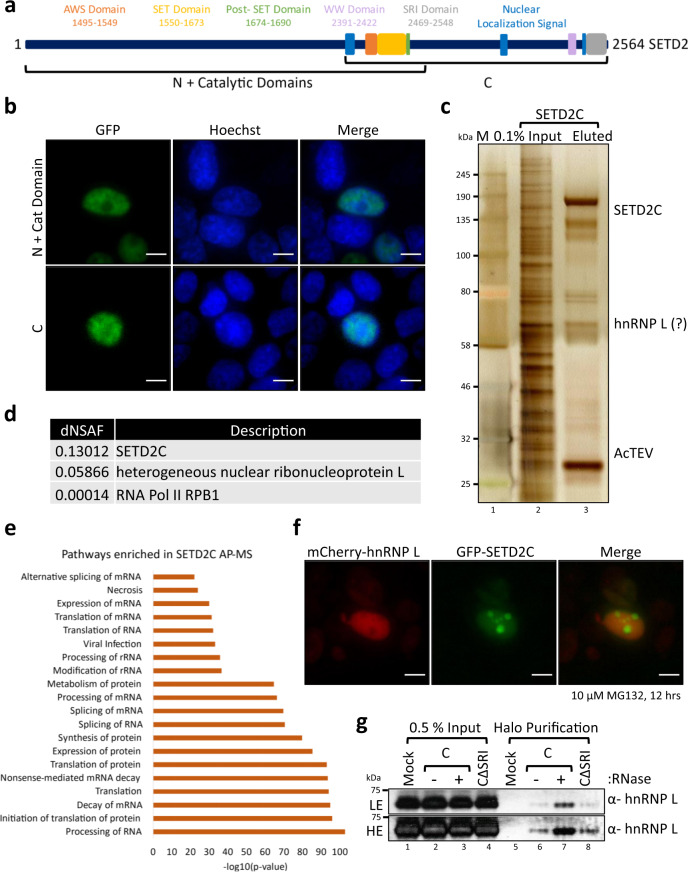
SETD2 reciprocally co-purifies hnRNP L. **a** Cartoon illustrating the overlapping segments of SETD2 used for affinity purification along with the known domains. AWS associated with SET, SET Su(var)3–9, Enhancer-of-zeste and Trithorax, SRI Set2-Rpb1 interaction. **b** Microscopy images showing localization of GFP-SETD2 fragments. The scale bar is 10 µm. The experiment was repeated at least eight times all yielding similar results. **c** Halo purification was performed from extracts of 293T cells expressing Halo-SETD2C. Input and eluted samples were resolved on a gel followed by silver staining. M—protein marker. The experiment was repeated at least 10 times all yielding similar results. **d** Table showing the dNSAFs (distributed normalized spectral abundance factor) of the listed proteins. **e** IPA (Ingenuity Pathway Analysis) of proteins enriched in Halo-SETD2C purification. AP-MS affinity purification-mass spectrometry. **f** Microscopy images showing localization of mCherry-hnRNP L and GFP-SETD2C fragment. The scale bar is 10 µm. GFP green fluorescent protein. The experiment was repeated at least four times all yielding similar results. **g** Halo purification was performed from extracts of 293T cells expressing Halo-SETD2C. Input and eluted samples were resolved on a gel and probed with an anti-hnRNP L antibody. The experiment was repeated at least two times all yielding similar results.

Earlier we showed that SETD2 is an aggregate-prone protein^36^. We co-expressed mCherry-hnRNP L and GFP-SETD2C in 293T cells. On MG132 treatment we saw visible puncta formed by SETD2C as expected but not by hnRNP L, suggesting that the observed interaction may not be due to protein-aggregation (Fig. 2f).

Next, Halo-FLAG-SETD2C with and without RNase treatment, and also Halo-FLAG-SETD2CΔSRI (the SRI domain is known to mediate the Set2-Pol II interaction) from 293T extracts were affinity-purified. Previously we have shown that the SETD2-Pol II interaction is not affected by RNase treatment and is abolished upon deletion of the SRI domain from SETD2^36^. Notably, the interaction with hnRNP L persisted without the Pol II interaction domain and in fact, increased upon RNase treatment (Fig. 2g and Supplementary Fig. 2b, c).

Taken together, we conclude that hnRNP L interacts with SETD2 and this interaction occurs irrespective of RNase treatment of lysate and lack of SETD2-Pol II interaction.

### Domain mapping reveals a novel SETD2-hnRNP Interaction domain in SETD2

We have found that the SETD2-hnRNP L interaction can occur even in the absence of the N + catalytic domains (1–1692) and the SRI domain of SETD2, indicating that the AWS, SET, Post-SET, WW, and the SRI domains are not required for the SETD2-hnRNP L interaction. We then investigated which region of SETD2 engages hnRNP L. For this, a domain mapping experiment was performed with N-terminal deletion constructs of SETD2C (Fig. 3a). The Halo-SETD2C truncations were affinity-purified from 293T extracts and binding of hnRNP L and Pol II was monitored by immunoblotting. Consistent with the known role of the SRI domain in mediating the SETD2-Pol II interaction, the fragment 2264–2564 was sufficient to co-purify Pol II (Fig. 3b). Notably, hnRNP L interaction was not observed with this fragment (Fig. 3b). This fragment was nuclear, consistent with our previous characterization of the SETD2 NLS (Supplementary Fig. 3a)^36^. Hence, the localization of this SETD2 fragment cannot explain the lack of interaction with hnRNP L, which is also nuclear. Based on these results we noted that the 1964–2263 region might be important for the SETD2-hnRNP L interaction.

**Fig. 3:**
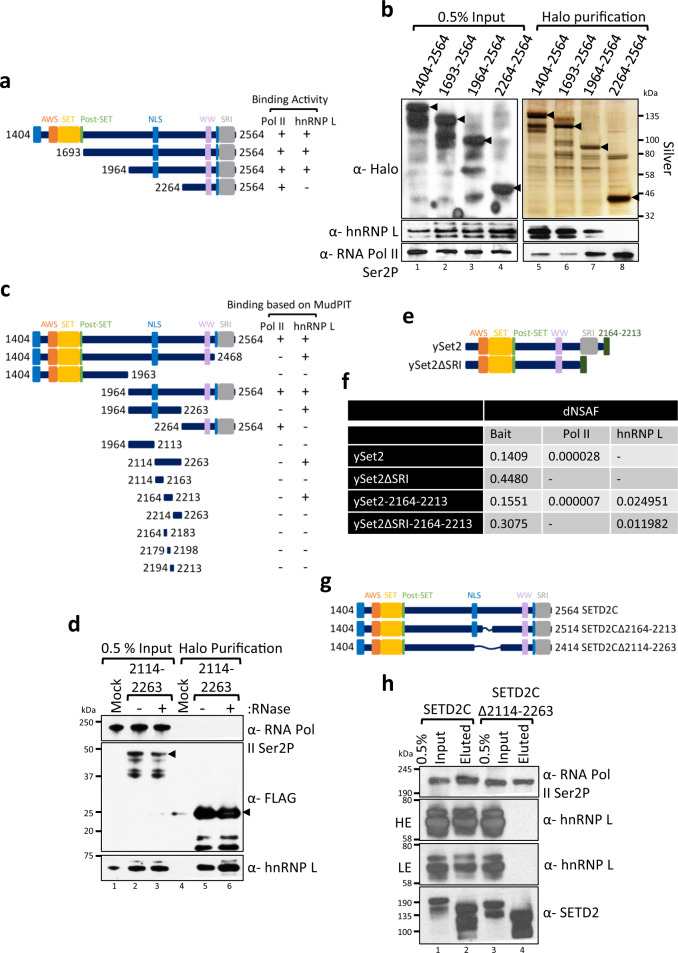
Domain mapping experiment reveals a novel SETD2-hnRNP interaction (SHI) domain in SETD2. RNase treatment was not performed for these experiments. **a**, **c**, **e**, **g** Cartoon illustrating the SETD2 and ySet2 constructs along with the known domains that were used in affinity-purifications. **b**, **d**, **h** Halo purification was performed from extracts of 293T cells expressing Halo- or Halo-FLAG-tagged proteins. Input and eluted samples were resolved on gel followed by silver staining or western blotting. The expected band for the target proteins are depicted by arrows. HE high exposure, LE low exposure, * non-specific. The experiments were repeated at least two times all yielding similar results. **f** Table showing the dNSAFs of the listed proteins post mass spectrometry analysis of purified complexes obtained by affinity purification of Halo-Set2 from 239T extracts. AWS associated with SET, SET Su(var)3–9, Enhancer-of-zeste and Trithorax, SRI Set2-Rpb1 Interaction, dNSAF distributed normalized spectral abundance factor, NLS nuclear localization signal.

To further confirm this finding, the Halo-tagged SETD2 fragment 1964–2263, as well as the adjacent fragments, 1404–1963 and 2264–2564, that contain the characterized SETD2 domains, were affinity-purified from 293T extracts. MudPIT analysis of the purified complexes revealed that the fragment 1964–2263 interacts with hnRNP L (Fig. 3c, Supplementary Fig. 3b). Remarkably, this also confirmed that this interaction occurs even without the involvement of the known SETD2 domains. To accurately define the region of interaction between SETD2 and hnRNP L, additional Halo-tagged fragments and sub-fragments of SETD2 were made as depicted in Fig. 3c and affinity-purified followed by MudPIT analysis (Supplementary Fig. 3b, Supplementary Data 3). The mass spectrometry data was confirmed by performing Halo purification of several SETD2 fragments followed by western blotting (Supplementary Fig. 3c). Using this approach, we were able to identify a 50 amino acid stretch in SETD2, 2164–2213 that co-purifies hnRNP L. To reconfirm that RNA is not required for SETD2-hnRNP L interaction, we purified Halo-SETD2 2114–2263 from 293T cell extracts with and without RNase treatment. The data corroborated our results as hnRNP L was efficiently co-purified with SETD2 even upon RNase treatment of the lysate (Fig. 3d).

The SETD2 homolog in yeast, Set2 (ySet2) contains the conserved AWS, SET, Post-SET, WW, and SRI domains (Fig. 3e). We wanted to test whether ySet2 can interact with hnRNP L when expressed in 293T cells. Halo-ySet2 and ySet2ΔSRI were expressed and purified from 293T cells and subjected to MudPIT. Interestingly, ySet2 could interact with Pol II even in human cells and this interaction was lost upon deletion of the SRI domain as expected (Fig. 3f). However, an interaction between ySet2 and hnRNP L was not observed (Fig. 3f). To test whether the 2164–2213 portion of SETD2 when added to ySet2 could result in interaction with hnRNP L, the stretch was added to ySet2, and ySet2ΔSRI followed by affinity purification and MudPIT (Fig. 3f, Supplementary Data 4). The data revealed that the addition of 2164–2213 amino acids indeed caused hnRNP L to be purified with ySet2 (Fig. 3f). These findings were also confirmed by immunoblotting with an anti-hnRNP L antibody (Supplementary Fig. 3d).

Structural modeling of 2164–2213 stretch using Robetta and iTASSER did not reveal any striking sequence characteristic with most of the predicted structure consisting of coils (Supplementary Fig. 4a, b). Based on the IUPRED2 prediction, most of the residues belonging to this region are disordered^40^. In an attempt to disrupt the SETD2-hnRNP L interaction, two truncation mutants, SETD2CΔ2164–2213, and Δ2114–2263, were made, both lacking the hnRNP L interaction domain (Fig. 3g). These mutants were affinity-purified from 293T cells using Halo ligand-conjugated resin. As anticipated, immunoblotting for RNA Pol II and anti-hnRNP L revealed that the SETD2-hnRNP L interaction was abolished without affecting the SETD2-Pol II interaction (Fig. 3h, Supplementary Fig. 4c, d). Based on these domain mapping experiments we identified a novel SETD2-hnRNP Interaction (SHI) (2114–2263) region.

### The SETD2 SHI and the hnRNP L RRM2 domains interact in vitro

Previously, it was reported that Med23-hnRNP L binding occurs through the RRM2 domain of hnRNP L but RRM1 also appeared to contribute to the interaction^29^. We wanted to test whether other regions of hnRNP L also interact with SETD2, besides the RRM2 domain. To address this, multiple segments of hnRNP L were tagged with mCherry-HA (Fig. 4a).

**Fig. 4:**
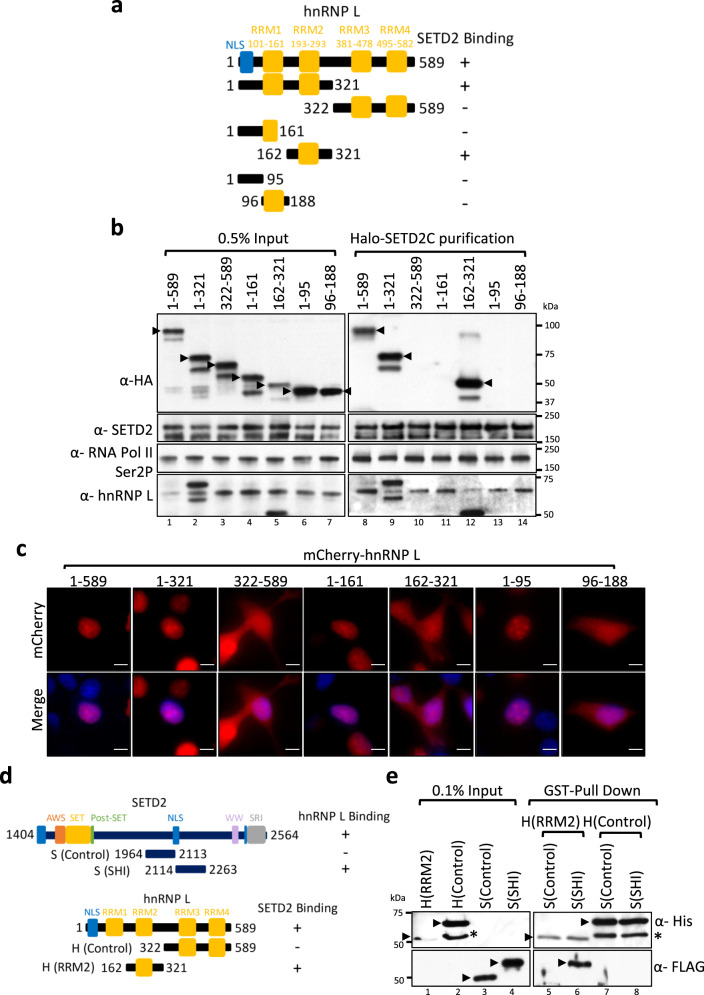
SETD2 and hnRNP L interact in vitro. **a**, **d** Cartoon illustrating the hnRNP L and SETD2 constructs along with the known domains that were used in affinity-purifications and in vitro binding. **b** Halo purification was performed from extracts of 293T cells co-expressing Halo-tagged SETD2C and mCherry-HA-hnRNP L. Input and eluted samples were resolved on gel followed by western blotting. The expected band for the target proteins are depicted by arrows. RNase treatment was not performed for these experiments. The experiment was repeated at least two times all yielding similar results. **c** Microscopy images showing the localization of mCherry-hnRNP L constructs. The scale bar is 10 µm. The experiment was repeated at least four times all yielding similar results. **e** GST pull-down was performed using recombinant proteins purified from bacteria. RNase was included in the binding assay. The input and eluted samples were resolved on gel followed by western blotting with the depicted antibodies. The experiment was repeated at least two times all yielding similar results. AWS associated with SET, SET Su(var)3–9, Enhancer-of-zeste and Trithorax, SRI Set2-Rpb1 interaction, SHI SETD2-hnRNP interaction, RRM RNA-recognition motif, NLS nuclear localization signal, GST glutathione-S-transferase.

Next, the Halo-SETD2C and mCherry-HA-hnRNP L constructs were co-expressed in 293T cells and protein complexes were purified using Halo affinity purification. Immunoblotting of the purified complexes with anti-SETD2, anti-Pol II, and anti-hnRNP L antibodies demonstrated the successful purification of SETD2 and its complexes (Fig. 4b). Probing with an anti-HA antibody revealed that only RRM2-containing hnRNP L segments co-purified successfully with SETD2 (Fig. 4b). Remarkably, although the expression level of the 162–321 fragment was the lowest in lysates amongst the hnRNP L constructs as judged by input, it was co-purified most robustly with SETD2C, demonstrating a strong interaction (Fig. 4b). Also, segment 1–321, which contains both RRM1 and RRM2, was not co-purified more than RRM2 alone, and hence, it appears that the SETD2-hnRNP L interaction was not enhanced further in the presence of hnRNP L RRM1 (Fig. 4b). Microscopy revealed that the localization of the hnRNP L constructs was consistent with the NLS mapper prediction. The full-length hnRNP L (1–589) as well as the N-terminal fragments 1–321, 1–161, and 1–95 were nuclear, whereas the fragments that lack the predicted NLS, namely, 322–589, 161–321, and 96–161 were pan-cellular (Fig. 4c). Importantly, this suggested that the localization of any hnRNP L segment did not interfere with the co-purification with Halo-SETD2C, which is nuclear.

As the hnRNP L fragment 162–321 contains additional amino acids besides the RRM2, we wanted to test whether those also might be required for SETD2 binding. To test whether just the RRM2 of hnRNP L can interact with SETD2, we performed a co-IP experiment of mCherry-HA-hnRNP L 189–293 with Halo-SETD2C. The purification demonstrates that the RRM2 of hnRNP L alone is sufficient to interact with SETD2 (Supplementary Fig. 5a, b).

To further validate the interaction of the SETD2 SHI domain and the RRM2 of hnRNP L, FLAG-SETD2, and GST-His-hnRNP L fragments were recombinantly expressed and purified from bacteria and an in vitro pull-down assay was performed. For the assay, the SETD2 SHI (2114–2263) and the hnRNP L RRM2 (162–321) domains were recombinantly purified (Fig. 4d). As negative controls, a SETD2 fragment adjacent to the SHI domain (1964–2113) and an hnRNP L fragment containing the RRM3 and RRM4 (322–589) were also included in the assay (Fig. 4d). GST-His-hnRNP L segments were used as baits and FLAG-SETD2 fragments were used as preys. After the binding, the proteins were detected by immunoblotting with anti-His and anti-FLAG antibodies. The assay confirmed our affinity purification data from mammalian cell extracts that the SETD2 SHI and the hnRNP L RRM2 domains specifically interact with one another (Fig. 4e).

### SETD2 associates with splicing-related factors through the SHI domain

The function of the proteins co-purified on affinity purification of SETD2C revealed enrichment of the pathways involved in RNA processing by IPA (Fig. 2e). Of the 398 proteins that were significantly enriched over the mock (log fold change >1, Z-statistic >2), 132 were classified as RNA-binding proteins by PantherDB. The list of interactors consisted of other hnRNP proteins like A1, LL, C, U, etc. Additional pre-mRNA processing proteins like polyadenylate-binding proteins (1 and 4), serine/arginine-rich splicing factor (3 and 10), U2AF2, polypyrimidine tract binding protein 1, U1 small nuclear ribonucleoprotein A, etc. were also co-purified.

Removal of the SHI domain from SETD2 leads to the loss of interaction with hnRNP L. We wondered whether the interaction of SETD2 with other splicing-related proteins was also affected upon deletion of the SHI domain. To test this hypothesis, Halo-SETD2CΔSRI and Halo-SETD2CΔSHI, were affinity-purified and subjected to mass spectrometry (Supplementary Data 5). Function analysis by IPA of the proteins identified through MudPIT revealed that although the loss of the SRI domain did not affect the co-purification of RNA processing related proteins with SETD2, the deletion of the SHI domain led to a significant reduction in the enrichment of such protein groups (Fig. 5a). A closer inspection of the specific proteins associated with such pathways revealed that the deletion of the SHI domain not only led to the loss of the hnRNP L interaction but also resulted in the loss of interaction with other hnRNP family members like hnRNP A1 and C, that are considered part of the core hnRNP complex (Fig. 5b).

**Fig. 5:**
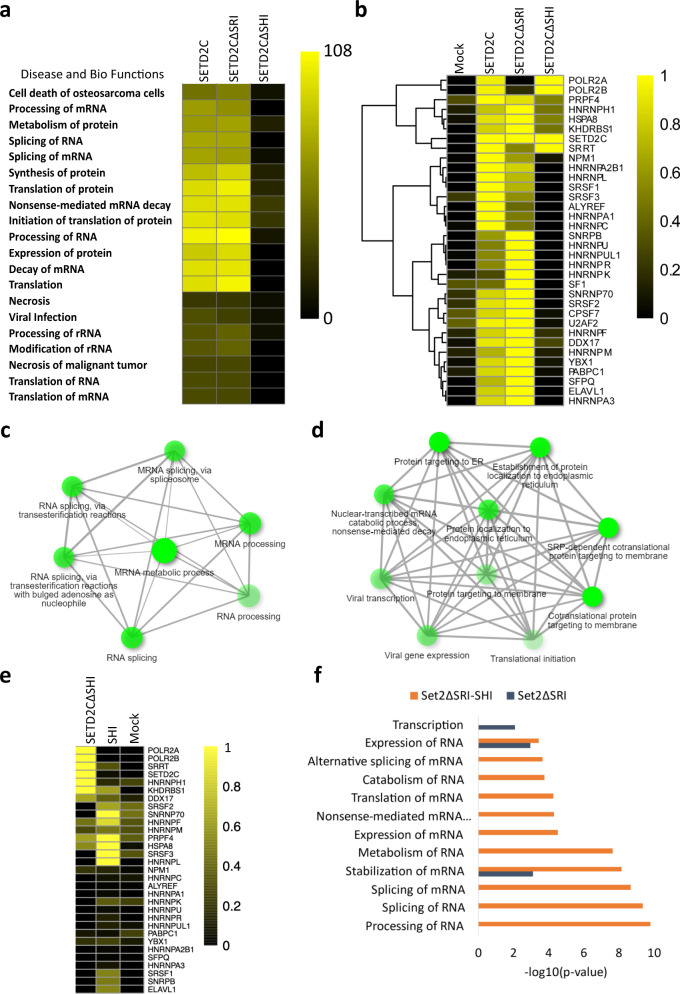
SETD2 associates with splicing-related proteins through its SHI domain. **a**, **b**, **e** Heat maps showing the enrichment of pathways in the IPA (Ingenuity Pathway Analysis) and proteins in MudPIT analysis. **c**, **d** GO-term analysis of proteins using ShinyGO (http://bioinformatics.sdstate.edu/go/) identified by MudPIT in the affinity purification of SETD2 SHI and 1964–2113 fragments. **f** Chart showing the enriched pathways in IPA of ySet2 proteins. SRI Set2-Rpb1 interaction, SHI SETD2-hnRNP interaction.

Next, a GO-term analysis of the proteins co-purified with the SETD2 SHI domain was performed. In agreement with the findings above, the proteins associated with the SHI domain were enriched in RNA processing pathways (Fig. 5c). Notably, such enrichment was not observed on the GO-term analysis of co-purified proteins with the fragment 1964–2113 which is adjacent to the SHI and does not interact with hnRNP L (Fig. 5d). Furthermore, besides hnRNP L, the SHI domain co-purified additional RNA processing proteins such as hnRNPs and SRSFs (Fig. 5e). To further validate the function of the SHI domain in mediating contact with RNA processing proteins, an IPA was performed of proteins co-purified with yeast Set2ΔSRI and chimeric fusion Set2ΔSRI-SHI. Indeed, the addition of the SHI domain to Set2 led to a pronounced enrichment in pathways related to RNA processing (Fig. 5f).

Our findings raise an interesting possibility that besides hnRNP L, SETD2 can interact with other proteins through its SHI domain. To test this possibility, we purified SETD2 from mammalian cell extracts after depleting hnRNP L. hnRNP L is a very abundant protein in cells and robustly interacts with SETD2. Hence, despite achieving a significant depletion of hnRNP L in cell extracts, a substantial amount of hnRNP L was still present in SETD2C purification (sihnRNP L) (Supplementary Fig. 6). Despite this, we found that not only did the binding of SETD2 with other splicing-related proteins persisted upon the depletion of hnRNP L, but strikingly, their binding increased relative to the purifications from extracts of scramble-siRNA (siScramble) treated cells (Supplementary Fig. 6, Supplementary Data 6). This is what would be expected to happen if the other proteins also engage with SETD2 through its SHI domain where hnRNP L binds.

Collectively, the analysis suggests that the SHI domain mediates contacts between SETD2 and proteins related to RNA processing.

### SETD2 and hnRNP L regulate the fate of a common subset of genes

The co-purification of RNA processing related proteins with SETD2 and its direct interaction with the splicing regulator hnRNP L suggests a regulatory role of SETD2 in AS. To gain insights into the functional effect of the SETD2-hnRNP L interaction in regulating the transcriptome of cells, RNA-seq was performed post depleting SETD2 and hnRNP L in 293T cells. 

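293T cells, a human embryonic kidney line, were transfected with a scramble siRNA, an siRNA against SETD2 or an siRNA against hnRNP L, and RNA from each was sequenced in 2 libraries per siRNA. The sample labels give 72 h for all 6 libraries and number the SETD2 siRNA libraries 2 and 3, and the others 1 and 2. The paper's Reporting Summary lists between 51619570 and 64837830 read pairs per library, of which 41178899 to 56486926 were uniquely aligned. The library with the fewest uniquely aligned pairs and the library with the most were both SETD2 siRNA libraries. The authors deposited 1 TPM value from RSEM for each of 58884 genes in each library, and every library sums to 1000000. TPM keep no read counts, so the counting error of a single value is unknown. The TPM were transformed to log2(TPM + 0.5), a scale that understates the change of genes with low TPM. Genes of every biotype with a mean TPM of at least 0.5 over the 6 libraries were tested, which left 16300 genes. Differential expression was tested with limma, with 1 mean per siRNA, all 6 libraries in 1 fit and Benjamini-Hochberg adjustment over the tested genes. Genes were called at an adjusted p under 0.05 and a fold change above 1.5. For a single gene, an exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333. Across genes, which are not independent replicates, Pearson's r between the 2 libraries of a group was 0.9862 for scramble siRNA, 0.9877 for SETD2 siRNA and 0.9875 for hnRNP L siRNA. Between libraries of different groups it ranged from 0.9736 to 0.9872.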

The depletion of the target transcripts was first validated using gene-specific primers (Fig. 6a). The depletion of the targets at the protein level was confirmed by anti-H3K36me3 western blot for SETD2 (SETD2 is the sole methyltransferase for H3K36me3 deposition in human cells) and anti-hnRNP L antibody (Fig. 6a). The RNA-seq data revealed a global perturbation in terms of transcription and AS changes upon SETD2 and hnRNP L depletion (Supplementary Fig. 7). 

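After SETD2 depletion, 9 genes were upregulated and 8 were downregulated at the limma adjusted p and fold change given above. An unadjusted p under 0.05 was reached by 2139 genes, 13.1% of those tested. After hnRNP L depletion, 286 genes were upregulated and 816 were downregulated, and 4630 genes, 28.4% of those tested, had an unadjusted p under 0.05. In each called gene, both libraries of the siRNA lay on the same side of both scramble libraries, which 33.3% of unchanged genes show by chance. Of the called genes, 6 after SETD2 depletion and 91 after hnRNP L depletion are of biotypes other than protein-coding and lncRNA. With only the 14596 tested protein-coding and lncRNA genes in the fit, the counts were 25 upregulated and 35 downregulated after SETD2 depletion, and 337 upregulated and 951 downregulated after hnRNP L depletion.
The excess of downregulated genes after hnRNP L depletion depended on the scaling between libraries. Downregulated genes made up 74.0% of the called genes in the deposited TPM, in which the median log2 fold change of all tested genes was -0.08. Their share was 54.7% after median-ratio scaling of the TPM and 53.2% after quantile normalization of the log2 values, both of which bring the median fold change near 0. It was 80.4% in TPM rescaled without the mitochondrially encoded genes. Scramble and hnRNP L siRNA libraries share the numbers 1 and 2. With this number as a replicate block, 210 genes were upregulated and 505 downregulated by hnRNP L depletion. The deviations of same-numbered libraries from their group means correlated with an r of -0.1256 across genes. With the numbers crossed, a pairing chosen after seeing the data, the block gave 413 upregulated and 993 downregulated genes. SETD2 siRNA shares only the number 2 with scramble siRNA in the labels, so no block was planned for it. Fig. 6d numbers its libraries 1 and 2. With these numbers as a replicate block in the order of the labels, chosen after seeing the data, SETD2 depletion gave 34 upregulated and 42 downregulated genes, and with the numbers crossed 12 and 23. The difference between the 2 libraries correlated across genes with an r of -0.0362 between scramble and SETD2 siRNA and of 0.183 between SETD2 and hnRNP L siRNA, which the fit without a block does not take into account.
The called genes with the largest changes were mostly small RNAs, pseudogenes and read-through genes, whose reads the quantification could have split between similar or overlapping copies. RNU5F-1 (ENSG00000199377), a U5 snRNA gene on chromosome 1 of hg38 from 44721786 to 44721902, had 7.47 and 16.89 TPM in the scramble libraries and was listed at 0 in the other 4. RNU5E-1 (ENSG00000199347) had 5.61 and 13.4 TPM in the scramble libraries and was listed at 0 in the same 4 libraries. RNU5B-1, a related copy chosen after its values were seen, was listed at 18.28 TPM in 1 scramble library, at 48.98 TPM in 1 SETD2 siRNA library and at 0 in the rest. AC242498.1 (ENSG00000271644), a processed pseudogene on chromosome 1 from 144965025 to 144965135, had 45.89 and 73.6 TPM after hnRNP L depletion and was listed at 0 in all other libraries. FGF7P5 (ENSG00000204816), an unprocessed pseudogene on chromosome 9 from 42625436 to 42626813, had 7.45 and 8.1 TPM with scramble siRNA, 8.96 and 10.65 TPM with SETD2 siRNA, and was listed at 0 with hnRNP L siRNA.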

Also, the SETD2 depletion did not alter the transcript level of hnRNP L and vice versa (Fig. 6b).

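SETD2 (ENSG00000181555) lies on the minus strand of chromosome 3 of hg38 from 47016428 to 47164113, and the GENCODE annotation places a pseudogene, MRPL57P3, on the opposite strand within it. Its transcript had 12.5 ± 1.19 TPM (SD, n = 2) with scramble siRNA and 4.58 ± 0.47 TPM (SD, n = 2) with SETD2 siRNA, which left 36.5% of the scramble mean. The log2 fold change was -1.36 (standard error 0.132, adjusted p = 0.00603 from limma). After hnRNP L depletion SETD2 had 10.5 ± 0.40 TPM (SD, n = 2), a log2 fold change of -0.24 (standard error 0.132, adjusted p = 0.269 from limma), which was not past the threshold although both libraries lay below both scramble libraries. HNRNPL (ENSG00000104824) lies on the minus strand of chromosome 19 from 38836370 to 38852347, where 2 further annotated genes overlap it on the same strand, so that some of its reads could have been counted to them. Its transcript had 399 ± 82.1 TPM (SD, n = 2) with scramble siRNA and 26.9 ± 2.67 TPM (SD, n = 2) with hnRNP L siRNA, 6.7% of the scramble mean. The log2 fold change was -3.85 (standard error 0.143, adjusted p = 8.48e-06 from limma). After SETD2 depletion it had 404 ± 13.2 TPM (SD, n = 2), and the log2 fold change of 0.03 was smaller than its standard error of 0.143 (adjusted p = 0.944 from limma). The 2 scramble libraries themselves differed in HNRNPL, with 341 and 457 TPM. With scramble replicate 1 left out the log2 fold change of HNRNPL after SETD2 depletion was -0.18, and with replicate 2 left out it was 0.24. A change of HNRNPL within this range was not detectable with 2 libraries. The range is not the limit of detection, as larger changes could also miss the threshold. MAT2A, for example, had a log2 fold change of -0.567 after SETD2 depletion (standard error 0.095, adjusted p = 0.0924 from limma).

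**Figure D1:**
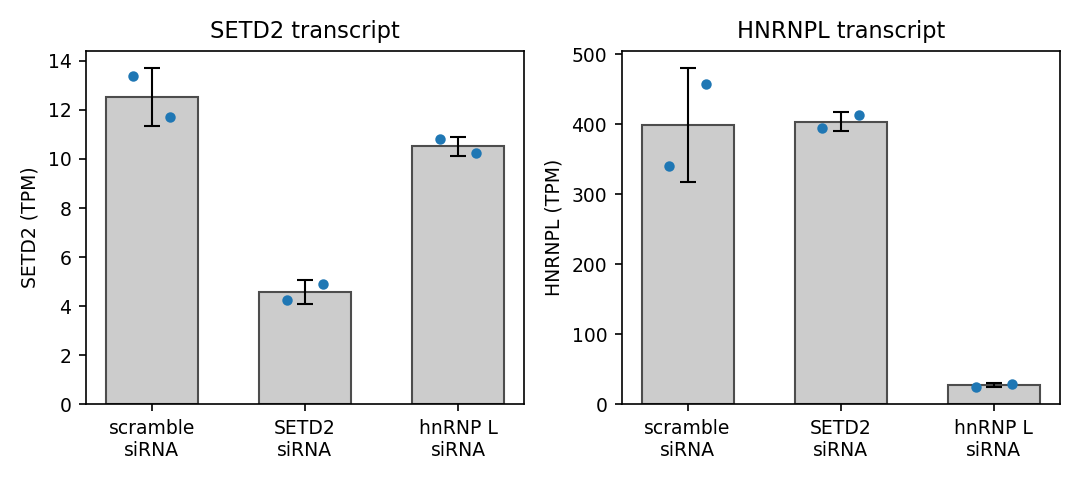
SETD2 and HNRNPL transcript levels in TPM by siRNA. Points are the 2 libraries of each siRNA, bars are their means from 0 and error bars are the SD. SETD2 falls from a mean of 12.5 to 4.58 TPM with its own siRNA, and HNRNPL from 399 to 26.9 TPM with its own.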

**Fig. 6:**
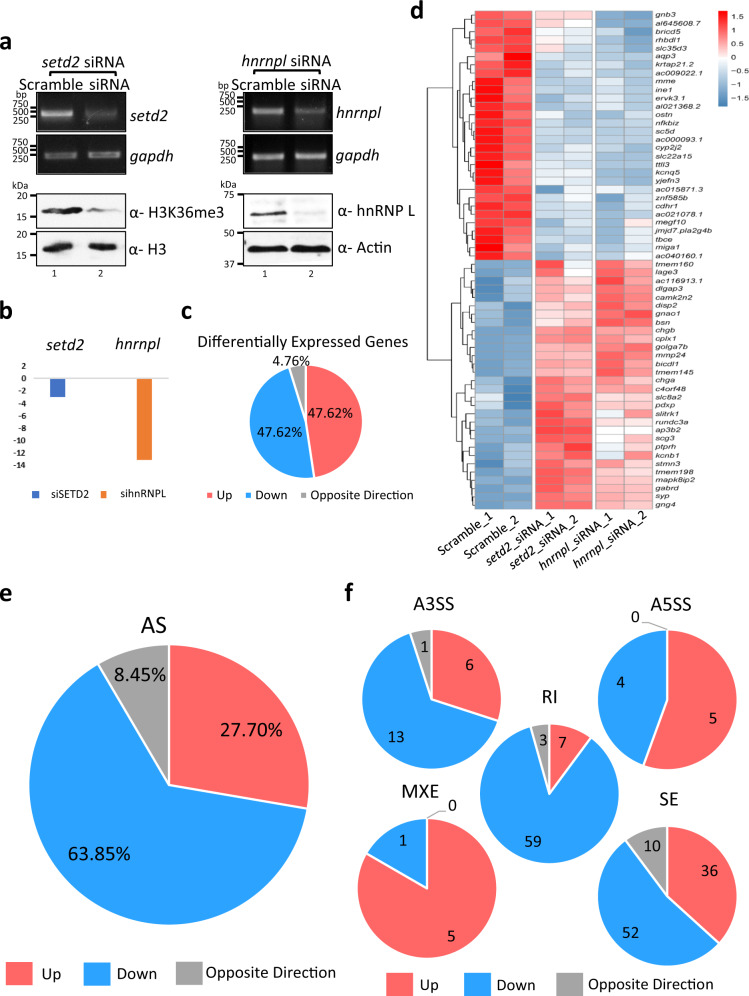
SETD2 and hnRNP L depletion affect transcription and splicing of a common subset of genes. **a** RNA was isolated from 293T cells transfected with siRNA and RTPCR was performed to check transcript levels. *gapdh* was used as a normalization control. Western blot of whole-cell lysates was performed with the depicted antibodies. The experiment was repeated at least seven times all yielding similar results. **b** Chart showing the decrease in expression of the genes depicted based on RNA-seq analysis post siRNA treatment. **c**, **e**, **f** Pie charts showing the fractions of differentially expressed genes and AS events that occur in both *setd2* and *hnrnpl* depletion. **d** Heat map showing the genes that show differential expression in both *setd2* and *hnrnpl* depleted 293T cells. AS alternative splicing, A3SS alternate 3′ splice site, A5SS alternate 5′ splice site, RI retained intron, MXE mutually exclusive exon, SE skipped exon.

We first looked deeper at the differential expression of genes induced by the depletion of SETD2 and hnRNP L. SETD2 depletion caused a significant (FDR < 0.05, fold change >1.5) upregulation of 57 genes out of which more than half showed a similar trend of increased expression upon hnRNP L depletion (Supplementary Fig. 7a, Supplementary Data 7). 

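Of the 9 genes upregulated after SETD2 depletion, 7 (77.8%) were also upregulated after hnRNP L depletion, where lists of these sizes would share 0.158 genes by chance (Fisher's exact test, one-sided p = 1.66e-11). That p describes the overlap across genes, which are not independent replicates, and both lists were made against the same scramble libraries. In the fit of protein-coding and lncRNA genes, the share was 36.0%, with 9 shared genes. SYP (ENSG00000102003), which encodes the synaptic vesicle protein synaptophysin, lies on chromosome X from 49187815 to 49200218 and rose from 8.90 ± 0.44 TPM (SD, n = 2) to 25.2 ± 0.71 TPM (SD, n = 2) after SETD2 depletion. Its log2 fold change was 1.45 (standard error 0.106, adjusted p = 0.00156 from limma) after SETD2 depletion and 1.06 (standard error 0.106, adjusted p = 0.00166) after hnRNP L depletion. CPLX1 (ENSG00000168993), on chromosome 4 from 784957 to 826129, had log2 fold changes of 1.74 (standard error 0.168, adjusted p = 0.00603 from limma) and 1.42 (standard error 0.168, adjusted p = 0.00306). GABRD (ENSG00000187730), on chromosome 1 from 2019329 to 2030758, had log2 fold changes of 1.16 (standard error 0.149, adjusted p = 0.0305 from limma) and 1.15 (standard error 0.149, adjusted p = 0.00427). AP3B2 and MAPK8IP2 were the other genes of Fig. 6d among the 7. The remaining shared genes were INO80B-WBP1, a read-through of the overlapping genes INO80B and WBP1 whose reads can belong to either, and AC069271.1, a processed pseudogene within IQSEC1 listed at 0 in both scramble libraries. BEX1 and AL645608.3 were upregulated after SETD2 depletion only. BEX1, named after its values were seen, had a log2 fold change of 0.85 (standard error 0.109, adjusted p = 0.0305 from limma) after SETD2 depletion and of 0.05 (standard error 0.109, adjusted p = 0.813) after hnRNP L depletion, and it differed between the 2 depletions (log2 difference -0.80, adjusted p = 0.00507).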

Also, out of the 146 genes that were significantly downregulated upon SETD2 depletion, more than a quarter of those showed a decreased expression upon hnRNP L knockdown (Supplementary Fig. 7a). 

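Of the 8 genes downregulated after SETD2 depletion, 3 (37.5%) were also downregulated after hnRNP L depletion, against 0.40 expected by chance (Fisher's exact test across genes, one-sided p = 0.00579). All 3 are small RNA genes listed at 0 with both siRNAs. These are RNU5F-1 and RNU5E-1, described above, and SNORA79, which had 4.59 and 4.2 TPM in the scramble libraries and was named after its values were seen. None of the 3 is in the protein-coding and lncRNA classes that the paper tested, and in the fit of those classes 11 of the 35 downregulated genes (31.4%) were shared. CENPW, also named after its values were seen, was downregulated by SETD2 depletion alone, with a log2 fold change of -0.999 (standard error 0.0977, adjusted p = 0.00603 from limma) against 0.04 (standard error 0.0977, adjusted p = 0.815) after hnRNP L depletion. The difference between the 2 depletions in CENPW was 1.04 (standard error 0.0977, adjusted p = 0.00121 from limma). Of the 8 genes, 6 had the same sign after hnRNP L depletion, and SETD2 itself, the siRNA's target, is among the 8.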

Notably, 95.24% of the differentially expressed genes that are co-regulated by SETD2 and hnRNP L showed a similar trend, whereas only 4.76% showed an opposite trend of expression (Fig. 6c, d, and Supplementary Fig. 7a).

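No gene was called in opposite directions, and the 10 genes called after both depletions moved the same way. At an unadjusted p under 0.05, 912 genes changed after both depletions, of which 800 (87.7%) had the same direction and 112 the opposite. Because both fold changes are taken against the same scramble libraries, noise in those libraries moves both the same way. The direction was therefore also taken with a different scramble library for each siRNA. Among the 17 genes called after SETD2 depletion, 14 had the same sign after hnRNP L depletion with shared and with separate scramble libraries. Among the 1102 genes called after hnRNP L depletion, 72.5% had the same sign after SETD2 depletion with shared scramble libraries. With separate scramble libraries the share was 73.0% in 1 arrangement and 68.1% in the other. The genes had been called with both scramble libraries in either case. In the genes called after an siRNA, both its libraries lay on the same side of both scramble libraries. The sign of these genes after that siRNA was therefore fixed. In the 10 genes called after both depletions both signs were fixed, so the unchanged count of 14 was largely set in advance. Of the 60 genes in Fig. 6d, 52 passed the filter on TPM and 47 of these (90.4%) had the listed direction after both depletions, with shared and with separate scramble libraries. As these genes were chosen by the authors from the same libraries, this share shows no stability. The fit called 5 of the 52 after SETD2 depletion and 25 after hnRNP L depletion. PTGR2 (ENSG00000140043), on chromosome 14 from 73851831 to 73885726, is 1 of the 3 genes that Supplementary Data 7 lists in opposite directions. Its log2 fold change was -0.32 (standard error 0.122, adjusted p = 0.327 from limma) after SETD2 depletion and 1.06 (standard error 0.122, adjusted p = 0.00283) after hnRNP L depletion, and the 2 depletions differed by 1.37 (standard error 0.122, adjusted p = 0.00111). CCDC18-AS1, another of the 3, changed by -0.40 (standard error 0.127, adjusted p = 0.262 from limma) and 0.24 (standard error 0.127, adjusted p = 0.262), with a difference between the depletions of 0.63 (standard error 0.127, adjusted p = 0.0181 from limma). AC092376.2, the last, had a mean TPM under the filter.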

Analysis of the AS events showed a similar trend where out of the 1221 differential AS events upon SETD2 knockdown compared to a scrambled siRNA treated cells, 16% of the events showed a similar trend on hnRNP L depletion, and only 1.47% of the events showed opposite regulation (Supplementary Fig. 7b, Supplementary Data 8). Notably, of all the events that are co-regulated by SETD2 and hnRNP L, only 8.45% showed an opposite trend and the rest showed a similar trend (Fig. 6e). The overlap between SETD2-dependent and hnRNP L-dependent AS events was also reflected on analyzing for specific AS types, including alternative 3′ splice site usage (A3SS; 19 same direction, 1 opposite direction), alternative 5′ splice site usage (A5SS; 9 same direction, 0 opposite direction), intron retention (RI; 66 same direction, 3 opposite direction), mutually exclusive exon (MXE; 6 same direction, 0 opposite direction), and skipped exon (SE; 88 same direction, 10 opposite direction) (Fig. 6f). Notably, the commonly regulated AS events in the same direction outnumbered those that are oppositely regulated.

To confirm the involvement of the SETD2 SHI domain in regulating the overlapping splicing events, *setd2Δ* 293T cells, in which exon 3 of both the alleles of the endogenous *setd2* gene were disrupted using TALEN^36^, were rescued with Vector Control, SETD2 FL, and SETD2 FLΔSHI construct to test the splicing of few target genes the splicing of which was decreased upon SETD2 and hnRNP L depletion. Individual alternative splicing events were measured by quantitative PCR and represented by the ratios of the intron to an exon, or different exons. Indeed, the rescue of *setd2Δ* 293T cells with SETD2 FL led to an increase in the ratio as compared to the vector control (Supplementary Fig. 8). No change in splicing was observed upon expression of SETD2 FLΔSHI relative to the control (Supplementary Fig. 8).

These results indicate that SETD2 and hnRNP L can target partially overlapping sets of transcription and AS events.

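Across the tested genes, the log2 fold changes after the 2 depletions correlated with a Pearson's r of 0.375 and a Spearman's rho of 0.374 when both used both scramble libraries. With scramble replicate 1 for SETD2 siRNA and replicate 2 for hnRNP L siRNA, r fell to 0.0756. The opposite arrangement gave an r of 0.0785. Fold changes against a single scramble library carry more noise, which lowers r by itself but does not lower the covariance on average. The covariance fell from 0.0484 with shared scramble libraries to 0.0128 and 0.0126 with separate ones. With 1 library of each siRNA and 1 scramble library used for both, r ranged from 0.304 to 0.520 over the 8 combinations. These correlations are across genes, which are not independent replicates. The 2 depletions were also compared directly, without any scramble library. Between hnRNP L siRNA and SETD2 siRNA, 350 genes were higher and 765 were lower with hnRNP L siRNA at an adjusted p under 0.05 from limma and a fold change above 1.5. Of the 10 genes called the same way after both depletions, 9 were not called between them. This count says little, as 3 of the 9 (RNU5F-1, RNU5E-1 and SNORA79) are listed at 0 in all 4 siRNA libraries and could not differ, and SYP had an adjusted p of 0.0481 from limma between the depletions with a log2 difference of -0.39 (standard error 0.106), under the fold-change cut-off. AP3B2, the exception, rose by 1.36 (standard error 0.152, adjusted p = 0.0153 from limma) on the log2 scale after SETD2 depletion and by 0.71 (standard error 0.152, adjusted p = 0.0229) after hnRNP L depletion. From the overlap of the differentially expressed genes and AS events, and from the share of them that moved in the same direction after both depletions (Fig. 6c-f), together with splicing tests of single events in rescued cells (Supplementary Fig. 8), the paper concludes that SETD2 and hnRNP L can act on sets of transcription and AS events that overlap in part.

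**Figure D2:**
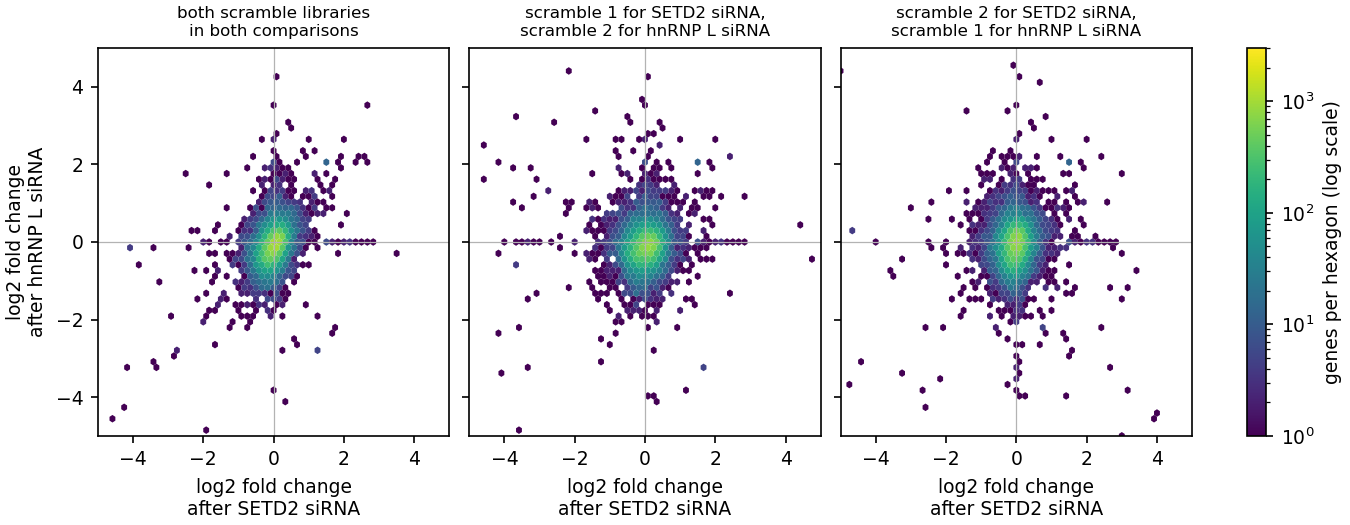
Log2 fold changes after SETD2 siRNA (x axis) and hnRNP L siRNA (y axis) of the 16300 tested genes, as hexagons coloured by the number of genes on a log scale, with both scramble libraries in both comparisons (left) and with a different scramble library for each siRNA (middle and right). Pearson's r across genes is 0.375, 0.0756 and 0.0785 from left to right, and 1, 8 and 8 genes lie beyond the axes.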

### SETD2 and hnRNP L co-regulated genes have distinct H3K36me3 patterns

The histone mark H3K36me3 is known to regulate splicing^39,41,42^. Previously it was reported that the genes, whose splicing is co-regulated by Med23 and hnRNP L, have high H3K36me3 levels^29^. As SETD2 is the enzyme responsible for the deposition of H3K36me3, we wondered whether this mark has any correlation with the SETD2-hnRNP L co-regulated splicing events. To investigate this, ChIP-Seq of H3K36me3 was performed in 293T cells and the distribution of this mark was analyzed on genes the splicing of which is affected by SETD2 and hnRNP L depletion.

First, we examined the level of H3K36me3 on those genes the AS of which is regulated by SETD2. Clear enrichment of H3K36me3 was found on genes the splicing of which were downregulated upon SETD2 depletion, suggesting that high H3K36me3 promotes splicing (Supplementary Fig. 9a, b). This is consistent with previous reports that showed that splicing enhances recruitment of SETD2 and the deposition of the H3K36me3 mark^43,44^. Also, genes that showed a decrease in splicing upon SETD2 and hnRNP L depletion had higher H3K36me3 levels as compared to the genes that showed increased splicing or exhibited opposite trends (Supplementary Fig. 9c, d). Hence, SETD2 regulated splicing events, including those that are co-regulated by SETD2 and hnRNP L, show a correlation with the H3K36me3 level. Such a correlation was not observed when hnRNP L-regulated AS genes were analyzed (Supplementary Fig. 9e, f).

### The SHI domain is important for SETD2’s methyltransferase activity

It is well-established that the Set2/SETD2 SRI domain regulates its methyltransferase activity. This prompted us to investigate whether the SHI domain also governs SETD2 activity similar to the SRI domain. Consequently, Halo-SETD2C mutants having a deletion of SRI or SHI or both were made (Fig. 7a). ﻿To check the activity of the exogenously introduced SETD2 constructs, *setd2Δ* 293T (KO) cells were used. Halo-SETD2C constructs with CMVD2 promoter were introduced in the KO cells and the H3K36me3 levels were analyzed 72 h post-transfection. As expected, the deletion of the SRI domain reduced the SETD2C activity (Fig. 7b). Strikingly, the deletion of the SHI domain also led to a decrease in H3K36me3 deposition, although, the decrease was not as severe as that observed upon SRI deletion (Fig. 7b). To test that these observations also hold true for the full-length SETD2 protein, similar mutants were made in the full-length protein and GFP-SETD2 constructs were introduced in the KO cells. The H3K36me3 levels were analyzed 72 h post-transfection. Despite comparable expression levels of the constructs, a clear difference was observed in the H3K36me3 level between the cells rescued with WT SETD2 and the SETD2 mutants lacking the SRI and the SHI domains (Fig. 7c, d, and Supplementary Fig. 10a). Also, the double mutant lacking both the SHI and SRI domains almost completely lost activity suggesting that these domains are global regulators of SETD2 activity.

**Fig. 7:**
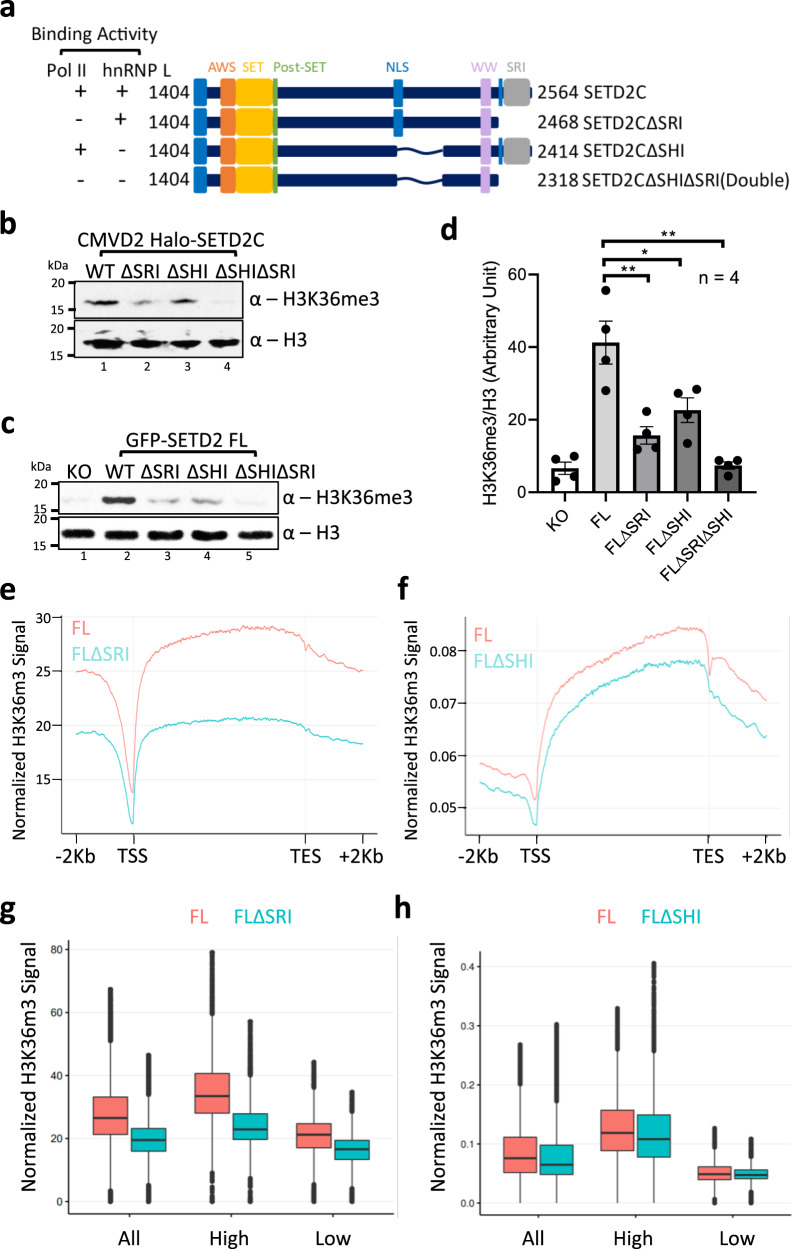
The SHI domain regulates SETD2 activity. **a** Cartoon illustrating the SETD2 constructs along with their known domains that were used to compare the ability to deposit H3K36me3 in KO cells. **b**, **c** Western blot with the depicted antibodies of whole-cell lysates of KO cells expressing SETD2 mutants. The experiment was repeated at least five times all yielding similar results. **d** Bar graph showing H3 normalized H3K36me3 signal intensity of data depicted in (**c**). *n* = 4 independent biological samples examined in four independent experiments. Unpaired *t* test (two-tailed) was performed. *p*-value <0.05 (FLΔSRI vs FL = 0.0071; FLΔSHI vs FL = 0.0344; FLΔSRIΔSHI vs FL = 0.0013) was considered significant. Data are presented as mean values with standard error of mean. **e**, **f**, **g**, **h** Metagene plot and boxplot depicting the distribution of H3K36me3 upon expression of SETD2 FL, FLΔSRI, and FLΔSHI in *setd2Δ* 293T cells. For each sample *n* = 2 independent biological samples examined in the same sequencing run. In the boxplots, the black line inside the box shows the median. The box bottom and top border correspond to 25th and 75th percentiles (Q1 and Q3, respectively). The whiskers represent ranges from Q1 − 1.5 * IQR to Q3 + 1.5 * IQR where IQR stands for interquartile range (Q3–Q1). Data points outside the whiskers could be outliers and are marked as black dots. AWS associated with SET, SET Su(var)3–9, Enhancer-of-zeste and Trithorax, SRI Set2-Rpb1 interaction, SHI SETD2-hnRNP interaction, NLS nuclear localization signal, KO knock out (*setd2Δ* 293T cells), TSS transcription start site, TES transcription end site.

Next, we performed spike-in normalized H3K36me3 ChIP-Seq of *setd2Δ* 293T cells expressing SETD2 FL, FLΔSRI, and FLΔSHI. ChIP-Seq analysis corroborated our western blot results that there is a global decrease in H3K36me3 deposition in the cells rescued with SETD2 mutants as compared to SETD2 FL (Fig. 7e, f). Furthermore, a closer inspection revealed that the loss occurs from both high and low expressed genes, consistent with the idea that both Pol II and hnRNP L are global regulators of SETD2’s in vivo activity (Fig. 7g, h) (see the “Discussion” section). Also, the decrease in H3K36me3 does not occur specifically from those genes the splicing of which is co-regulated by SETD2 and hnRNP L as H3K36me3 pattern was similar in SETD2 FLΔSHI expressing cells to that observed in SETD2 FL expressing and WT cells (Supplementary Fig. 10b).

We conclude that besides the SRI domain, SETD2 activity is also regulated by its SHI domain. The additive effect of the loss of SHI and SRI further suggests that these domains independently impact SETD2 activity.

## Discussion

Our data provide evidence to support the recruitment model for the coupling of splicing and transcription. H3K36me3 is known to regulate splicing^39,41,42^. Our work reveals that in addition to regulating splicing through its catalytic activity by deposition of the H3K36me3 mark, SETD2 can regulate AS by directly interacting with the pre-mRNA processing proteins. Co-transcriptional splicing requires the splicing factors to engage pre-mRNA while it is still being transcribed. The ability of SETD2 to bind to the elongating Pol II as well as the splicing factors makes it an ideal candidate to facilitate such a temporal process.

Earlier studies aimed to find the RNA-binding motif of hnRNP L revealed that it binds to CA-rich regions, which are widespread in mRNAs. This might enable a splicing factor to bind to a variety of targets, hence, reducing the requirement for cells to create diversity in splicing factors with different target specificity but redundant function. However, this generates a need for a guiding mechanism to ensure correct pre-mRNA processing. Transcription factors and epigenetic regulators work in a context-dependent and cell line-specific manner. Hence, it is reasonable that the splicing factors will leverage this attribute of transcription factors and epigenetic regulators by interacting with them to govern AS. Maybe proteins like Med23 and SETD2 guide hnRNP L to engage with the correct target pre-mRNA. Med23 has been shown to recruit hnRNP L to the promoter of genes^29^. However, how hnRNP L might be recruited to pre-mRNA transcripts following its initial recruitment to the promoter by Med23 is not clear. As the mediator complex is not known to travel with the elongating Pol II, the finding raises the intriguing question of how hnRNP L exerts its effect on alternative splicing of pre-mRNA that is far downstream from the promoter region^45^. One mechanism that can be envisioned is that Med23 recruits hnRNP L to the target genes during transcription initiation and subsequently hands it over to other factors (Fig. 8). SETD2 is well suited to be such a factor as during the elongation phase, SETD2 hitchhikes by interacting with Pol II through its SRI domain. At this stage, hnRNP L binding to the SHI domain of SETD2 will bring it in close proximity to the pre-mRNA molecule being transcribed (Fig. 8). As more of the pre-mRNA molecule emerges from the transcription bubble and the hnRNP L binding sequence becomes available, hnRNP L may engage the pre-mRNA.

**Fig. 8:**
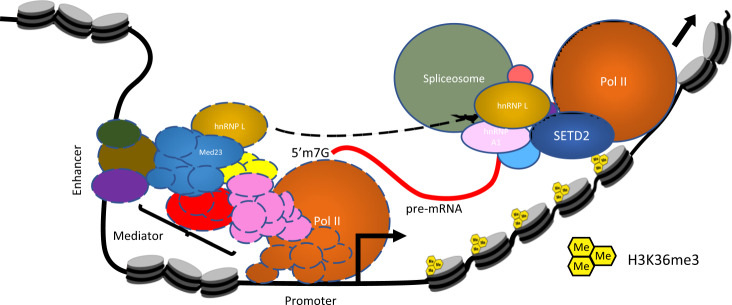
Pre-mRNA processing and transcription are coupled. A cartoon speculating a possible mechanism of cross talk between hnRNP L and the transcription machinery. See text for details.

Several years of research have tried to elucidate how hnRNPs function, however, the details are still scarce. hnRNP L’s mechanism of action is not clear and also, it has been observed to have a context-dependent nature^28^. hnRNP proteins A1, A2/B1, B2, C1, and C2 have a somewhat indiscriminate association with nascent transcripts and are termed the “core” hnRNP proteins^46^. hnRNP L has been shown to bind its target pre-mRNA and recruit hnRNP A1^47^. hnRNP A1 in turn is known to recruit ﻿U2 small nuclear RNA auxiliary factor 2 (U2AF2) which is a critical part of early steps in spliceosome assembly^48^. Notably, in SETD2C purifications, hnRNP A1 was the second most abundant protein after the bait, and U2AF2 was also identified in MudPIT (Supplementary Data 2). Importantly, both of these interactions were lost along with hnRNP L upon deletion of the SHI domain but not upon the deletion of the SRI domain (Fig. 5b). Notably, the purification of SETD2 from extracts depleted of hnRNP L revealed enrichment of hnRNP A1 (Supplementary Fig. 6). On the other hand, the enrichment of U2AF2 was reduced (Supplementary Fig. 6). Possibly, SETD2 can recruit spliceosomes by more than one mechanism. SETD2 by interacting with hnRNP L might result in the recruitment of proteins such as U2AF2. SETD2 might also engage the core hnRNP proteins which in turn can bring other splicing factors to form the spliceosome to dictate AS outcomes.

Our detailed characterization of the SETD2-hnRNP L interaction revealed that only the RRM2 of hnRNP L binds to SETD2. Notably, the same region also binds to Med23^29^. A sequence alignment of the four hnRNP L RRMs did not reveal any striking pattern that would explain the specificity of RRM2, and not the other RRMs, in engaging SETD2 and hnRNP L (Supplementary Fig. 5c). More structural insights are likely needed to understand the reason behind such specificity.

It is also noticeable that SETD2 regulates some, but, not all the hnRNP L targets and vice versa much like what was observed for Med23 and hnRNP L^29^. This could be due to the complexity of hnRNP L’s mode of action in mRNA processing such as context-dependency and regulation involving other hnRNP proteins and transcription factors. On the other hand, IPA of the co-purified proteins with the SETD2 N-terminus revealed enrichment of splicing-related pathways (Supplementary Fig. 1b). Also, purification of SETD2 from cell extracts depleted of hnRNP L revealed enrichment of other proteins involved in pre-mRNA splicing (Supplementary Fig. 6). It is possible that the SETD2 N-terminus region and the SHI domain might be involved in regulating pre-mRNA processing that is independent of the hnRNP L interaction. The H3K36me3 modification that is deposited by SETD2, is known to recruit splicing factors like PTBP1 by acting as a docking site for MRG15^49^. Notably, hnRNP L has been reported to interact with PTBP1^30^. It would be interesting to address in the future if and to what extent a cross talk exists between these different regulatory factors.

We recently showed that the N-terminal segment that is absent in ySet2 regulates SETD2 half-life^40,50^. The C-terminal segment of SETD2 (1404–2564) shares similarities with ySet2 and has conserved domains such as AWS, SET, Post-SET, WW, and SRI. Remarkably, in addition to these, we found a novel domain in the SETD2 C-terminal segment, the SHI domain, that mediates SETD2-hnRNP L interaction. The inability of ySet2 to engage with hnRNP L in 293T cells demonstrates that hnRNP L is a mammalian specific interactor of Set2. Splicing is largely a higher eukaryotic specific event because most yeast genes do not have intron(s). With the development of alternative splicing in vertebrates, possibly the SHI domain co-evolved in the mammalian Set2 (SETD2) to facilitate interaction with the spliceosome. Previously it has been demonstrated that Set2-Pol II interaction through the SRI domain is required for the activation of Set2 which likely occurs by the alleviation of inhibition imposed by its autoinhibitory domain (AID)^51^. It has been speculated that SETD2 also has an AID and our recent work supports the idea that the interaction with Pol II is required for SETD2’s activation and not for chromatin recruitment^40,51^. Our data strikingly reveals that in mammalian cells, besides the SRI domain, the SHI domain also regulates SETD2 activity. This is again consistent with the need for AS in mammalian cells which is absent in yeast. In fact, unlike yeast, which does not have an hnRNP L homolog, flies do have a homolog called Smooth. It will be interesting to examine in future studies whether the *Drosophila* Set2 can interact with Smooth and whether this plays a similar role in flies that SETD2-hnRNP interaction plays in mammals.

## Methods

### Plasmids

hnRNP L and SETD2 human ORF were procured from Promega. Deletion mutants of hnRNP L and SETD2 were constructed by PCR (Phusion polymerase, NEB) using full-length hnRNP L and SETD2, respectively, as a template and individual fragments were cloned. All constructs generated were confirmed by sequencing. pCDNA3-ySet2 were procured from Addgene. siRNA for *setd2* and *hnrnpl* as well as scramble-siRNA sequence were procured from Dharmacon.

### Cell line maintenance and drug treatment

293T cells were procured from ATCC and maintained in DMEM supplemented with 10% FBS and 2 mM L-glutamine at 37 °C with 5% CO_2_. MG132 (Sigma) was added at a final concentration of 10 μM for 12 h. Transfections of plasmids were performed using Fugene HD (Promega) at and that of siRNAs was performed using Lipofectamine RNAi Max (Thermosfisher) at 40% cell confluency.

### Affinity purification

293T cells expressing the protein of interest were harvested in 1× PBS and collected by centrifugation. The cells were lysed by resuspending in lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.1% Na-deoxycholate, and a protease inhibitor cocktail). The lysed cells were centrifuged at 16,000 × *g* for 20 min. The supernatant was collected and diluted 1:3 by adding dilution buffer (1× PBS, pH 7.5 with 1 mM DTT and 0.005% NP40). The diluted lysate was added to pre-equilibrated Magne® HaloTag® Beads (Promega, G7282) and incubated overnight on a rotator at 4 °C. The beads were then washed with wash buffer (50 mM Tris-HCL, pH 7.5, 300 mM NaCl, 0.005% NP40, and 1 mM DTT. AcTEV (ThermoFisher, 12575015) protease was used for elution.

### Mass spectrometry analysis

TCA precipitated protein samples were analyzed independently by Multidimensional Protein Identification Technology (MudPIT)^52,53^. Briefly, precipitated protein samples were resuspended in 100 mM Tris pH 8.5, 8 M urea to denature the proteins. Proteins were reduced and alkylated prior to digestion with recombinant LysC (Promega) and trypsin (Promega). Reactions were quenched by the addition of formic acid (FA) to a final concentration of 5%. Peptide samples were pressure-loaded onto 100 µm fused silica microcapillary columns packed first with 9 cm of reverse phase material (Aqua; Phenomenex), followed by 3 cm of 5-μm Strong Cation Exchange material (Luna; Phenomenex), followed by 1 cm of 5-μm C18 RP. The loaded microcapillary columns were placed in-line with a 1260 Quartenary HPLC (Agilent). The application of a 2.5 kV distal voltage electrosprayed the eluting peptides directly into LTQ linear ion trap mass spectrometers (Thermo Scientific) equipped with a custom-made nano-LC electrospray ionization source. Full MS spectra were recorded on the eluting peptides over a 400–1600 *m*/*z* range, followed by fragmentation in the ion trap (at 35% collision energy) on the first to fifth most intense ions selected from the full MS spectrum. Dynamic exclusion was enabled for 120 s^54^. Mass spectrometer scan functions and HPLC solvent gradients were controlled by the XCalibur data system (Thermo Scientific).

RAW files were extracted into .ms2 file format^55^ using RawDistiller v. 1.0, in-house developed software^56^. RawDistiller D(g, 6) settings were used to abstract MS1 scan profiles by Gaussian fitting and to implement dynamic offline lock mass using six background polydimethylcyclosiloxane ions as internal calibrants^56^. MS/MS spectra were first searched using ProLuCID^57^ with a 500 ppm mass tolerance for peptide and fragment ions. Trypsin specificity was imposed on both ends of candidate peptides during the search against a protein database combining 44,080 human proteins (NCBI 2019-11-03 release), as well as 426 common contaminants such as human keratins, IgGs, and proteolytic enzymes. To estimate false discovery rates (FDR), each protein sequence was randomized (keeping the same amino acid composition and length) and the resulting “shuffled” sequences were added to the database, for a total search space of 89,038 amino acid sequences. A mass of 57.0125 Da was added as a static modification to cysteine residues and 15.9949 Da was differentially added to methionine residues.

DTASelect v.1.9^58^ was used to select and sort peptide/spectrum matches (PSMs) passing the following criteria set: PSMs were only retained if they had a DeltCn of at least 0.08; minimum XCorr values of 2.1 for singly-, 2.7 for doubly-, and 3.2 for triply-charged spectra; peptides had to be at least 7 amino acids long. Results from each sample were merged and compared using CONTRAST^58^. Combining all replicates, proteins had to be detected by at least 2 peptides and/or 2 spectral counts. Proteins that were subsets of others were removed using the parsimony option in DTASelect on the proteins detected after merging all runs. Proteins that were identified by the same set of peptides (including at least one peptide unique to such protein group to distinguish between isoforms) were grouped together, and one accession number was arbitrarily considered as representative of each protein group.

NSAF7^59^ was used to create the final reports on all detected peptides and non-redundant proteins identified across the different runs. Spectral and peptide level FDRs were, on average, 0.52 ± 0.41% and 0.39 ± 0.1%, respectively. QPROT^60^ was used to calculate a log fold change and Z-score for the samples compared to the mock control.

For instances where there was more than one replicate analyzed by MudPIT, proteins with log fold change >1 and Z-score >2 were further analyzed in IPA (Qiagen) to determine pathways enriched by the bait proteins. For proteins with only one replicate, a ratio was calculated of dNSAF values between sample and mock. For those to be further analyzed in IPA, the dNSAF ratio had to be >2 compared to mock. Pathways were considered significantly enriched with *p*-value <0.05 (−log10(*p*-value) >1.3).

### Recombinant protein purification

FLAG-SETD2 and His-hnRNP L coding sequences were cloned into pGEx4T vector backbone and transformed into Rosetta 2 (DE3) pLysS. A single colony was inoculated into LB media containing 100 µg/ml ampicillin and 25 µg/ml chloramphenicol and grown at 37 °C. After the OD_600_ reached 0.6, the cultures were induced with 0.1 mM IPTG and grown O/N at 16 °C in a shaker. Next, the cultures were pelleted down, flash-frozen in liquid nitrogen, and stored at −80 °C. Next, the pellets were thawed on ice and resuspended in lysis buffer (50 mM Tris-HCl, pH 8.0, 200 mM NaCl, 0.05% Triton X-100). The cells were then sonicated for lysis and centrifuged at 15,000 × *g* for 30 min at 4 °C to separate the soluble and insoluble fractions. Next, binding was performed between the soluble fraction (supernatant) and glutathione-conjugated magnetic beads (Promega) pre-equilibrated with lysis buffer. After binding, the beads were washed with lysis buffer and eluted with either glutathione or AcTEV protease.

### Isolation of total RNA and PCR

Total RNA was extracted from cells as per the manufacturer’s (Qiagen) instructions. It was further treated with DNaseI (NEB) for 30 min at 72 °C to degrade any possible DNA contamination. RNA (2 μg) was subjected to reverse transcription using QScript cDNA synthesis mix according to the manufacturer’s instructions. cDNAs were then amplified with the corresponding gene-specific primer sets. For RTPCR, PCR was conducted for 24 cycles using the condition of 30 s at 94 °C, 30 s at 60 °C, and 30 s at 72 °C. The PCR products were analyzed on 1% agarose gels containing 0.5 μg/ml ethidium bromide. The sequence of oligos is in Supplementary Table 1.

### Histone isolation and immunoblot analysis

First, nuclei were isolated from cells. For this, the cell pellet was resuspended in 0.1 ml PBS in a microcentrifuge tube. To this suspension, 0.9 ml lysis solution (250 mM sucrose, 50 mM Tris–Cl pH 7.5, 25 mM KCl, 5 mM MgCl_2_, 0.2 mM PMSF, 50 mM NaHSO_3_, 45 mM sodium butyrate, 10 mM β-ME, and 0.2% v/v Triton X-100) was added. Tube was inverted several times and centrifuged for 15 min at 800 × *g*, 4 °C. The nuclear pellet obtained was subjected to histone extraction by acid extraction method by adding 0.3 ml of 0.2 M H_2_SO_4_. The tubes were vortexed thoroughly with intermittent incubation on ice. The tubes were then centrifuged at 13,000 × *g*, 4 °C for 30 min. The supernatant was transferred to a fresh tube without disturbing the pellet. The proteins in the supernatant were precipitated by adding 4 volumes of acetone and stored overnight at −20 °C. The tubes were then centrifuged at 13,000 × *g*, 4 °C for 10 min. The pellet was washed once in chilled acidified acetone (0.05 M HCl in 100% acetone) and once in chilled 100% acetone. Protein pellet was dried in a vacuum centrifuge for 15 min. The pellet was resuspended in 0.1% β-ME at −20 °C. For immunoblotting, histones were resolved on 15% SDS–polyacrylamide gel, transferred to PVDF membrane, and probed with antibodies. Signals were detected by using the ECL plus detection kit (ThermoFisher).

### Antibodies

hnRNP L (CST 37562, dilution 1:3000), FLAG (Sigma-Aldrich A8592, dilution 1:10,000), Pol II (Abcam ab5095, dilution 1:5000), Halo (Promega G9211, dilution 1:10,000), SETD2 (Abclonal A3194, dilution 1:6000 and Aviva OAEB00589, dilution 1:3000), HA (Sigma 04-902, dilution 1:10,000), His (Abcam ab18184, dilution 1:3000), H3K36me3 (CST 4909S, dilution 1:1000), H3 (CST 9715S, dilution 1:3000), β-actin (Abcam ab8224, dilution 1:2500). The scanned films from western blotting experiments are provided as Source data file.

### ChIP

Cells were cross-linked by 1% formaldehyde for 10 min, and then quenched in 125 mM glycine for 5 min. After washing with cold 1× PBS thrice, cells were harvested by scraping and pelleted down by centrifugation. The cell pellet was resuspended in swelling buffer (25 mM HEPES pH 8, 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP40, 1 mM DTT, protease inhibitor cocktail), kept in ice for 10 min and then dounced. The nuclear pellet was obtained by centrifugation and resuspended in sonication buffer (50 mM HEPES pH 8, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS, protease inhibitor cocktail), followed by sonication on ice for 12 cycles (30% amplitude, 10-s on/60-s off) using a Branson Sonicator. For spike-in normalization, the spike-in chromatin and antibody were added to the reaction as per the manufacturer’s recommendation (Active Motif). The chromatin was incubated with antibodies at 4 °C overnight and then added to 30 μl of protein G-Dyna beads (ThermoFisher Scientific) for an additional 2 h with constant rotation. The beads were extensively washed, and bound DNA was eluted with elution buffer (50 mM Tris-HCl pH 8, 5 mM EDTA, 50 mM NaCl, 1% SDS) and reverse-cross-linked at 65 °C overnight. DNAs were purified using QIAquick PCR purification kit (Qiagen) after treatment of proteinase K and RNase A.

### High-throughput sequencing

Sequencing libraries were prepared using High Throughput Library Prep Kit (KAPA Biosystems) following the manufacturer’s instructions. The library was sequenced on an Illumina HiSeq platform with paired reads of 75 bp for RNA-seq and single reads of 50 bp for ChIP-seq.

### ChIP-seq analysis

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38) using Bowtie2 (version 2.3.4.1) with default parameters^61^. For samples with fly spike-in, reads were first mapped to the *Drosophila melanogaster* genome (dm6), and unmapped reads were then aligned to the human genome (hg38). Reads per million (RPM) normalized bigWig tracks were generated by extending reads to 150 bp. For spike-in ChIP-seq data, we also generated spike-in normalized bigWig tracks (RPM normalization factor = 1E6/number of reads aligned to hg38, and spike-in normalization factor = 1E6/number of reads aligned to dm6).

### Metagene plots

4533 Protein-coding genes (Ensembl 96 release) were selected with length ≥600 bp and no other genes within −2 Kb TSS and +2 Kb TES regions. Metagene regions were from −2 Kb TSS to +2 Kb TES. In addition, 2 Kb upstream TSS and downstream TES regions are grouped into 100 bins (20 bp per bin), respectively. The gene body region is grouped into 300 bins (at least 2 bp per bin since the minimum gene length is 600 bp). In total, each gene is grouped into 500 bins. The average normalized (RPM or spike-in) H3K36me3 signals in each bin were plotted using R package EnrichedHeatmap^62^.

### RNA-seq analysis

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38 and Ensembl 96 gene models) using STAR (version STAR_2.6.1c)^63^. TPM expression values were generated using RSEM (version v1.3.0). edgeR (version 3.24.3 with R 3.5.2) was applied to perform differential expression analysis, using only protein-coding and lncRNA genes^64^. To perform differential splicing analysis, we used rMATs (version 4.0.2) with default parameters starting from FASTQ files^65^. FDR cutoff of 0.05 was used to determine statistical significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-8

Reporting Summary

## Data Availability

All relevant data are available from the corresponding author upon reasonable request. The data sets are available in the Gene Expression Omnibus (GEO) database under the accession number GSE151296. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019376. In addition, the SETD2C truncation variants for Fig. 3 have been deposited with the dataset identifier PXD019538. Also, the data for Supplementary Fig. 6b have been deposited with the dataset identifier PXD022946. Original data underlying this manuscript can also be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1582. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain
**Source:** Nat Commun. 2021 Mar 4;12:1443. doi: 10.1038/s41467-021-21663-w
**Supplement:** Supplementary file 1 — Supplementary Information

The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain

**a**

| Predicted monopartite NLS |               |       |
|---------------------------|---------------|-------|
| Position                  | Sequence      | Score |
| 6                         | DRGPLKKRRQEIE | 6     |
| 7                         | RGPLKKRRQEIE  | 8     |
| 54                        | PLKKRRQEIE    | 10    |

**b**

### Pathways enriched in hnRNP L AP-MS

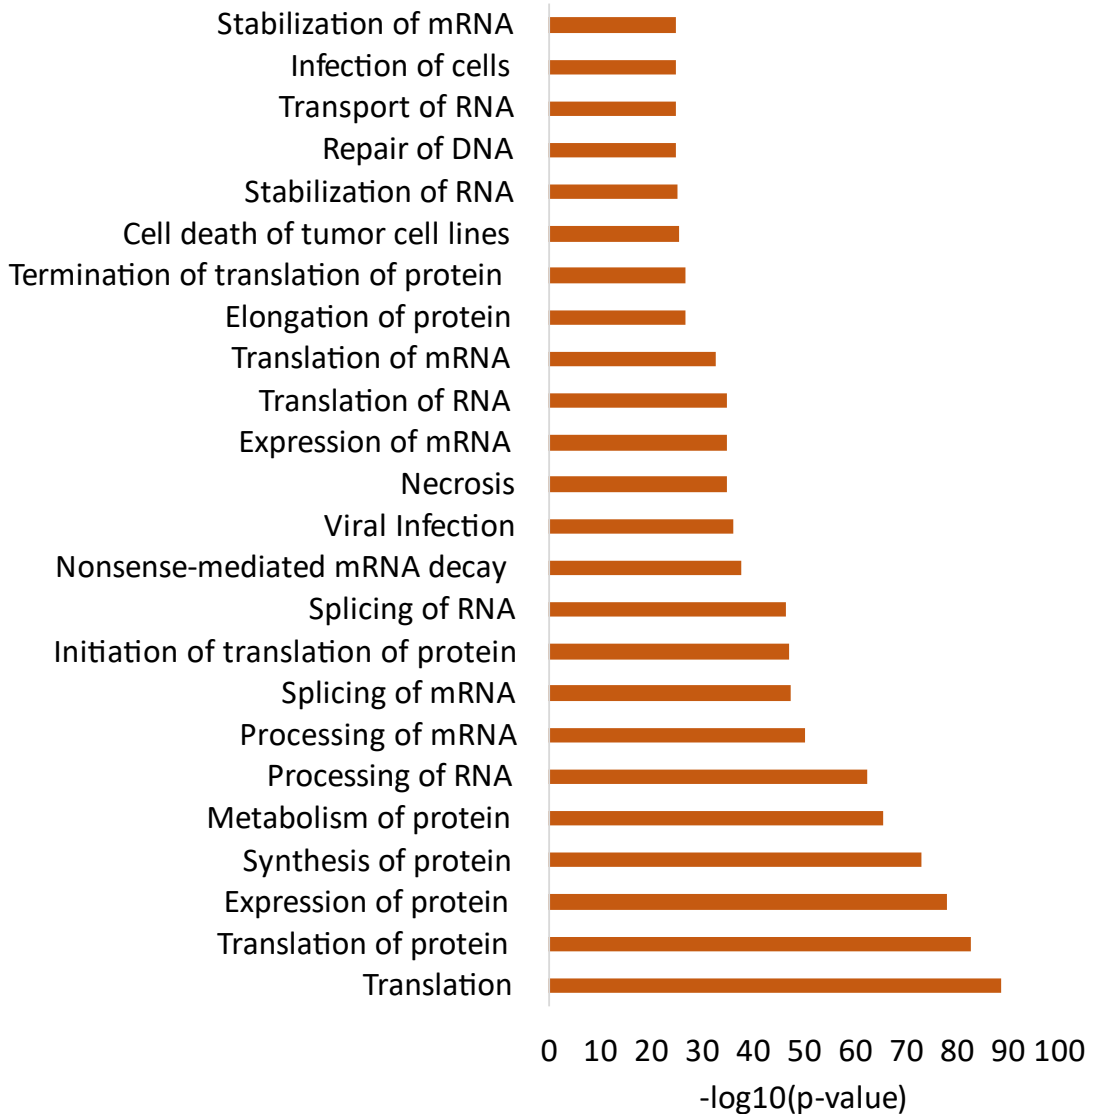

**Supplementary Figure 1. hnRNP L co-purifies proteins involved in RNA processing.** (a) Position, sequence and score of putative NLS (Nuclear Localization Signal) in hnRNP L based on NLS Mapper prediction. (b) IPA (Ingenuity Pathway Analysis) of proteins enriched in Halo-hnRNP L purification. AP-MS-Affinity Purification-Mass Spectrometry.

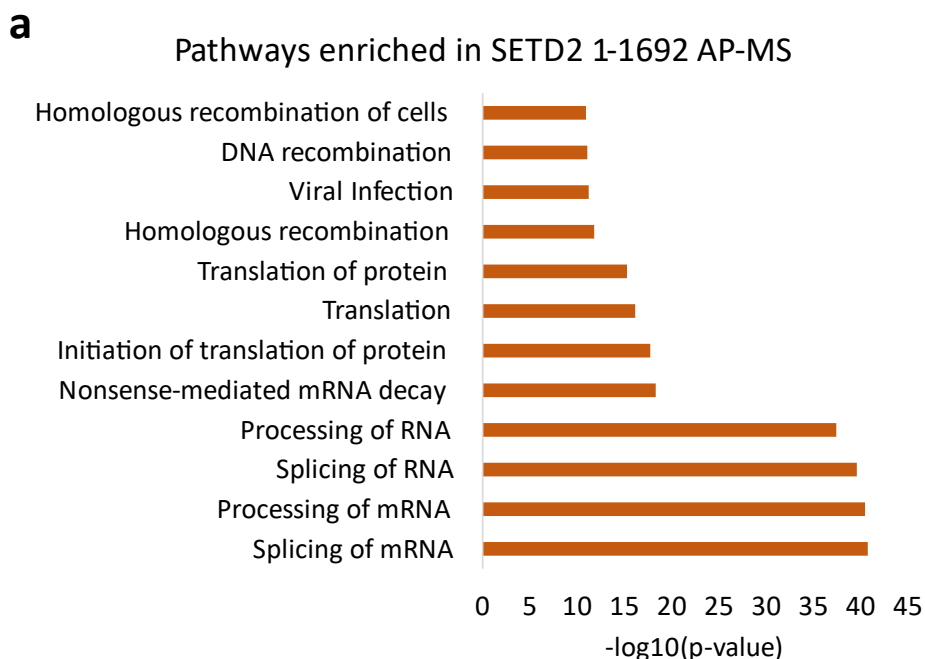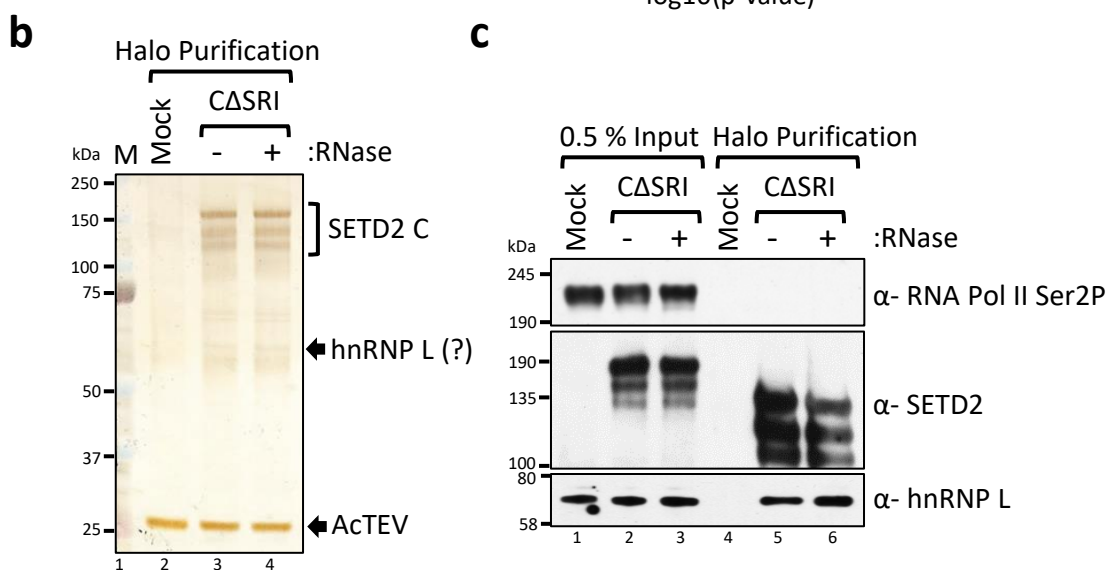

Supplementary Figure 2. **SETD2 co-purifies RNA binding proteins like hnRNP L.** (a) IPA (Ingenuity Pathway Analysis) of proteins enriched in Halo-SETD2 N + Catalytic Domains purification. (b, c) Halo purification was performed from extracts of 293T cells expressing Halo-SETD2 $\Delta$ SRI. Input and eluted samples were resolved on a gel followed by silver staining or western blotting with the antibodies depicted. The experiment was repeated 2 times all yielding similar results. AP-MS-Affinity Purification-Mass Spectrometry, SRI-Set2-Rpb1 Interaction.

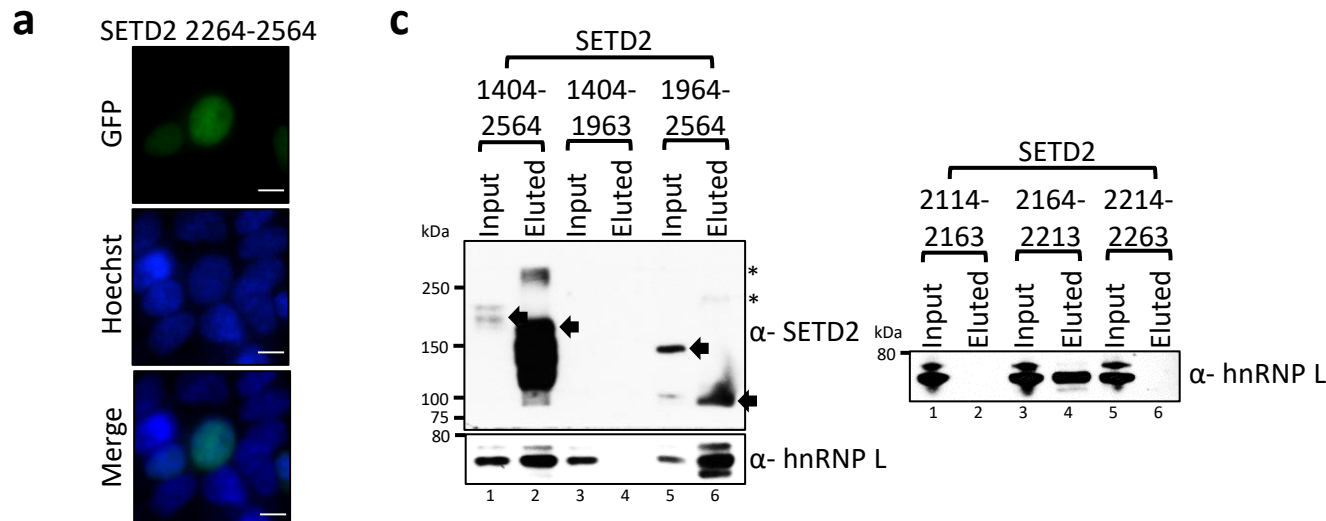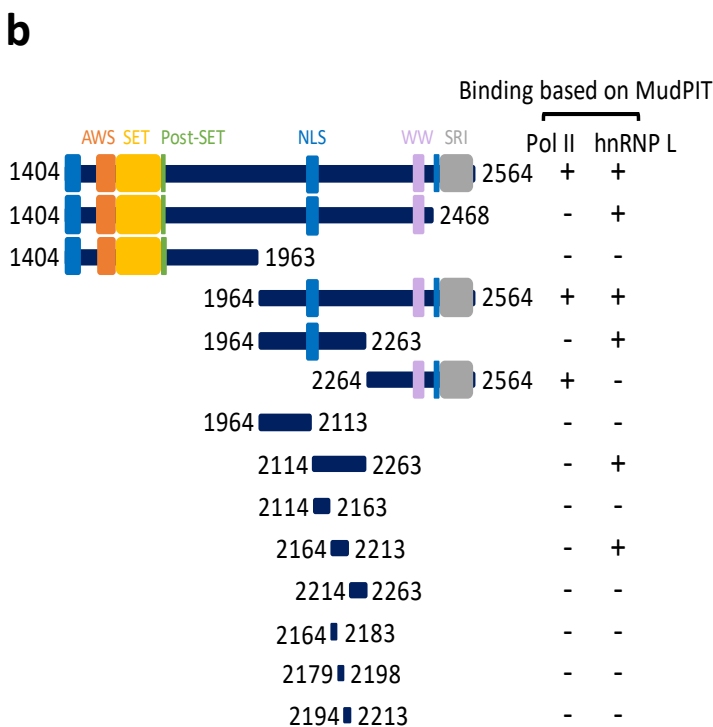

|           | dNSAF   |          |         |
|-----------|---------|----------|---------|
|           | Bait    | Pol II   | hnRNP L |
| 1404-2564 | 0.130   | 0.000141 | 0.0586  |
| 1404-2468 | 0.133   | -        | 0.0440  |
| 1404-1963 | 0.048   | -        | -       |
| 1964-2564 | 0.016   | 0.001596 | 0.04874 |
| 1964-2263 | 0.005   | -        | 0.01227 |
| 2263-2564 | 0.013   | 0.000614 | -       |
| 1964-2113 | 0.029   | -        | -       |
| 2114-2263 | 0.016   | -        | 0.0617  |
| 2114-2163 | 0.004   | -        | -       |
| 2164-2213 | 0.165   | -        | 0.0192  |
| 2214-2263 | -       | -        | -       |
| 2164-2183 | -       | -        | -       |
| 2179-2198 | 0.493   | -        | -       |
| 2194-2213 | 0.00002 | -        | -       |

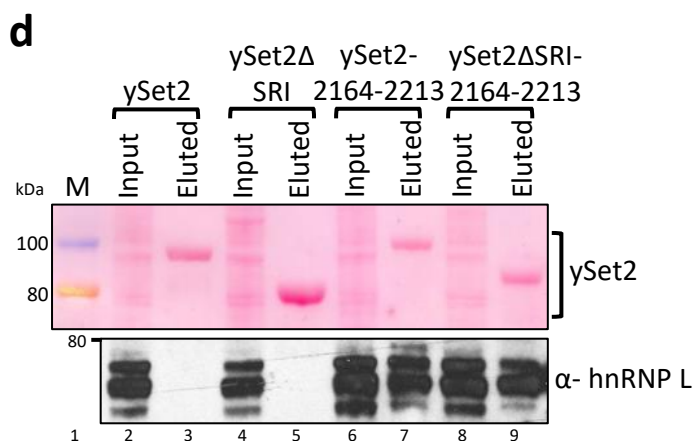

Supplementary Figure 3. **SETD2 2164-2213 is sufficient for hnRNP L interaction.** (a) Microscopy images showing localization of GFP- SETD2 2264-2564. The scale bar is 10  $\mu$ m. The experiment was repeated at least 3 times all yielding similar results. (b) Cartoon illustrating the truncations of SETD2 along with the known domains used for the characterization of the hnRNP L- binding region. The table shows the dNSAFs of the listed proteins. (c, d) Halo purification was performed from extracts of 293T cells expressing Halo-SETD2/ySet2 constructs. Input (0.5%) and eluted samples were resolved on a gel followed by ponceau staining and western blotting. The expected band for the target proteins are marked by arrows. The experiment was repeated at least 2 times all yielding similar results. GFP-Green Fluorescent Protein, M-protein marker, AWS-Associated with SET, SET-Su(var)3-9, Enhancer-of-zeste and Trithorax, SRI-Set2-Rpb1 Interaction, dNSAF-distributed Normalized Spectral Abundance Factor, NLS-Nuclear Localization Signal.

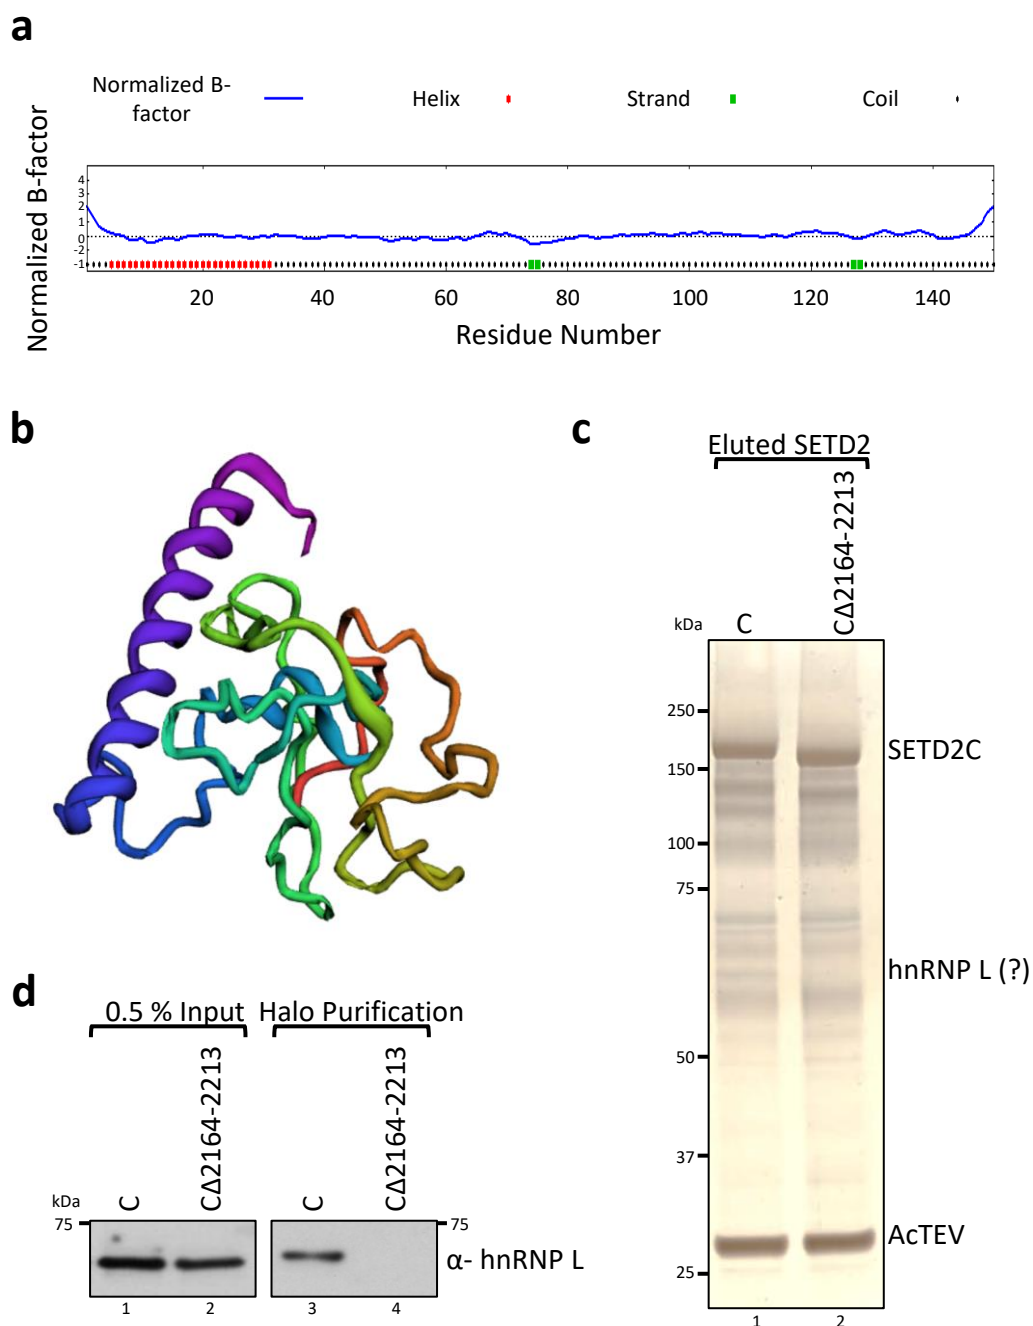

Supplementary Figure 4. **SETD2-SHI domain is unstructured.** (a) Prediction of the structure characteristic of the SHI domain by iTASSER server. (b) Modeled structure of the SETD2 SHI domain using *ab initio* method in Robetta server. (c, d) Halo purification was performed from extracts of 293T cells expressing Halo-SETD2C. Input and eluted samples were resolved on a gel followed by silver staining or western blotting. The experiment was repeated at least 2 times all yielding similar results.

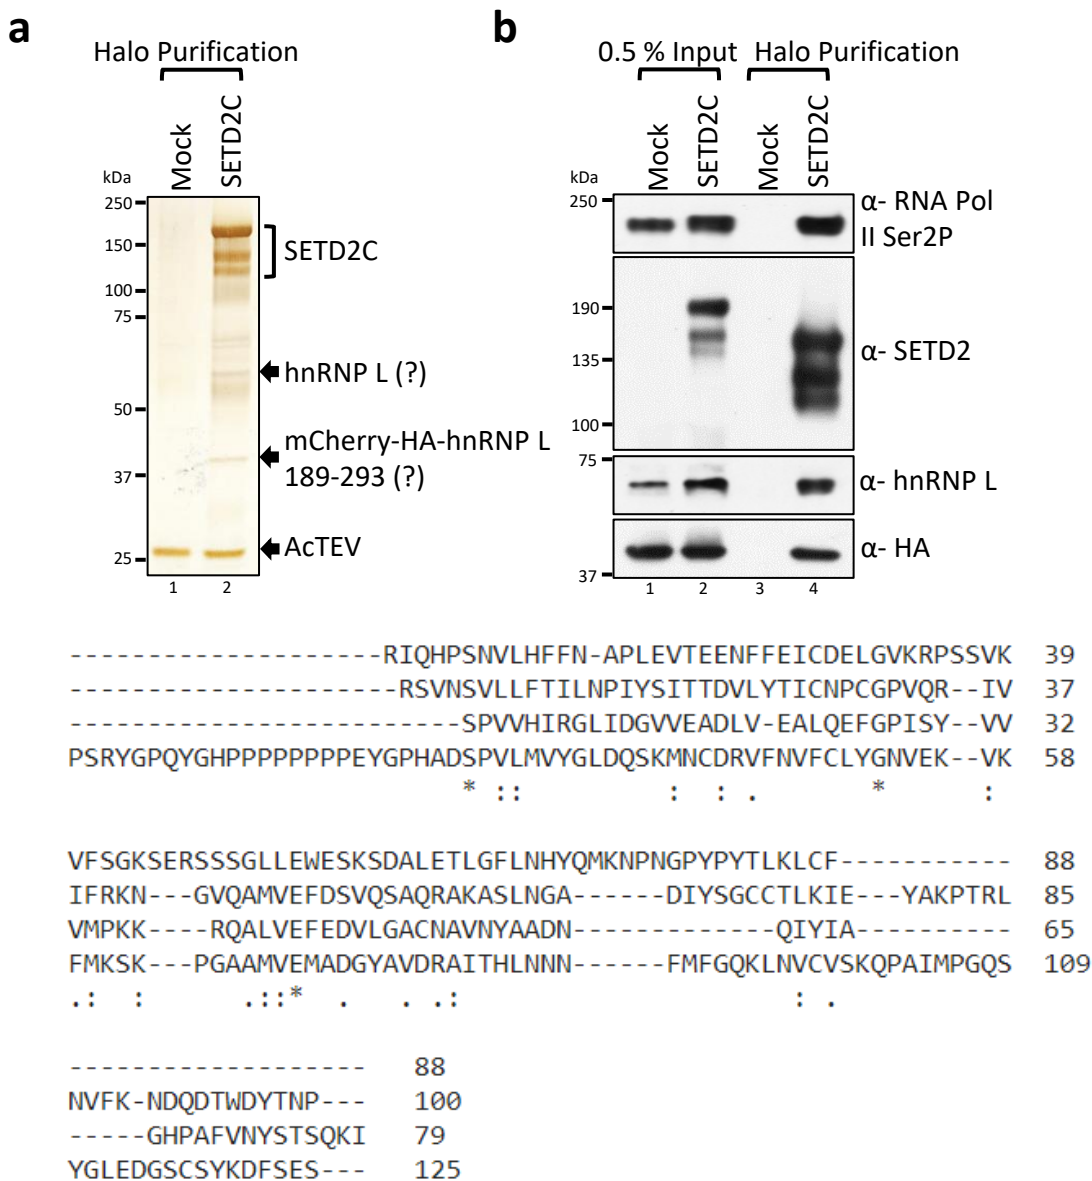

**Supplementary Figure 5. RRM2 of hnRNP L interacts with SETD2.** (a, b) Halo purification was performed from extracts of 293T cells co-expressing Halo-SETD2C and mCherry-HA-hnRNP L 189-293. Input and eluted samples were resolved on a gel followed by silver staining or western blotting with the antibodies depicted. The experiment was repeated 2 times all yielding similar results. (c) Clustal Omega (<https://www.ebi.ac.uk/Tools/msa/clustalo/>) sequence alignment of hnRNP L RRM2s.

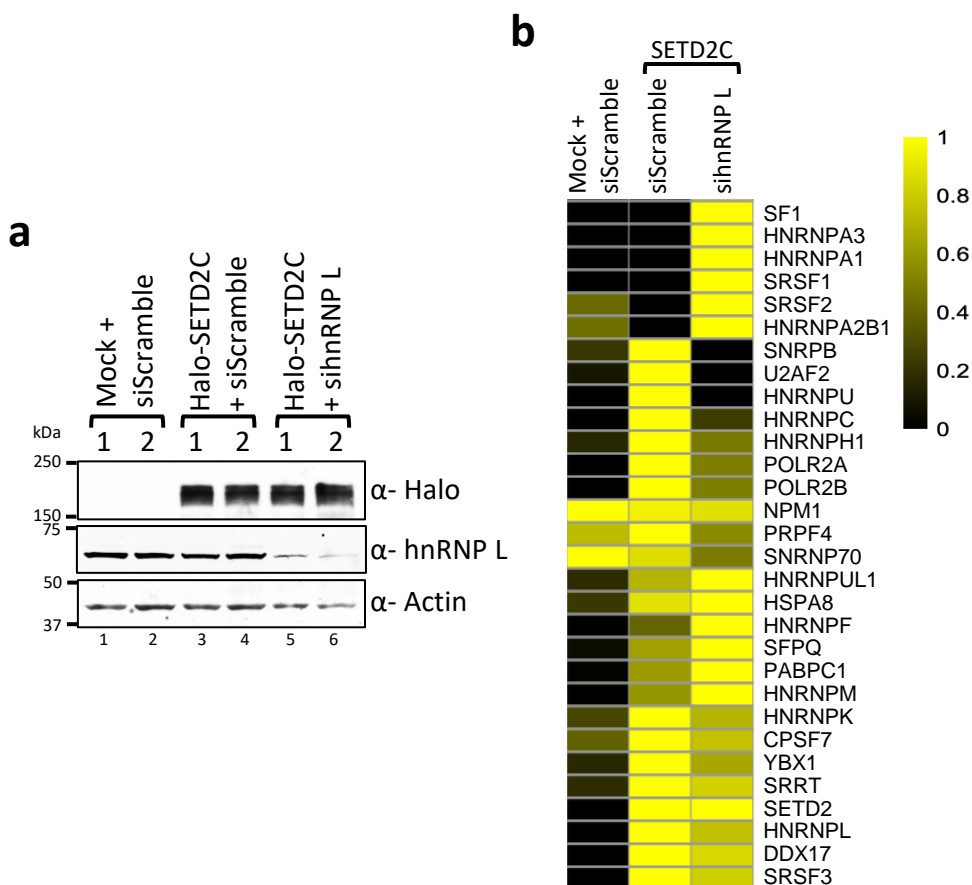

Supplementary Figure 6. **SETD2 interacts with many hnRNPs besides hnRNP L.** (a) Western blotting of whole cell extracts of 293T cells that were used for Halo purification followed by MudPIT. The experiment was repeated 2 times all yielding similar results. (b) Heat map showing the enrichment of proteins in MudPIT analysis.

**a**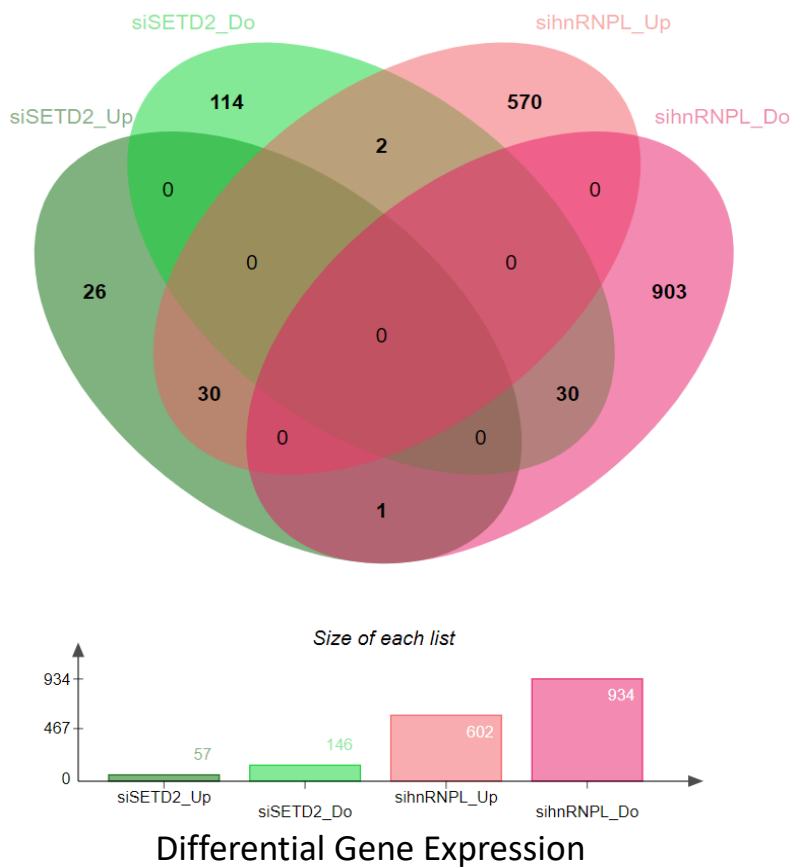**b**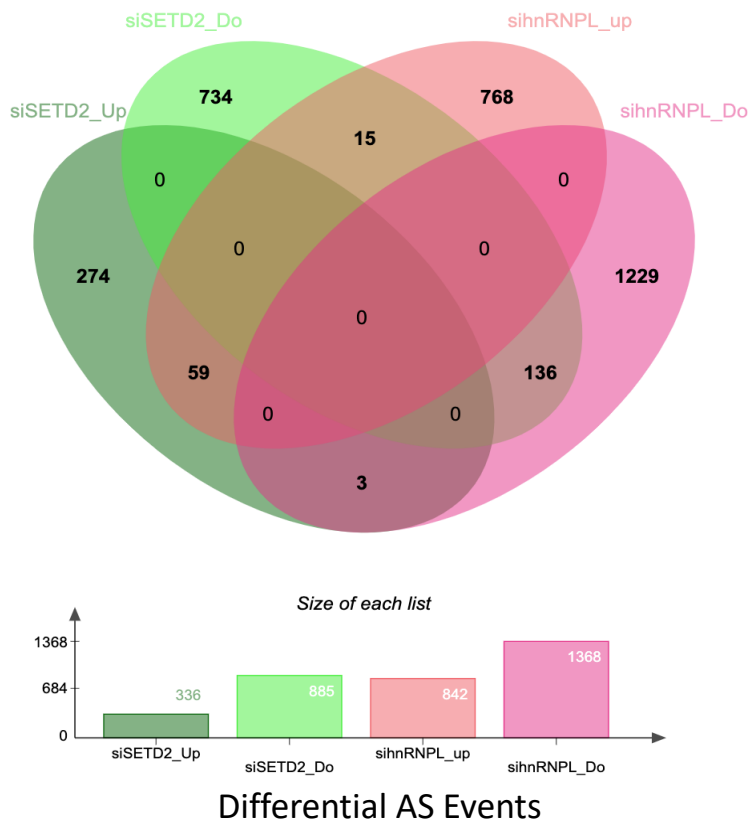

Supplementary Figure 7. **SETD2 and hnRNP L depletion causes transcriptome and alternative splicing (AS) changes.** (a, b) Venn diagram showing the overlaps of differentially expressed genes and AS events upon SETD2 and hnRNP L depletion. Do-Down.

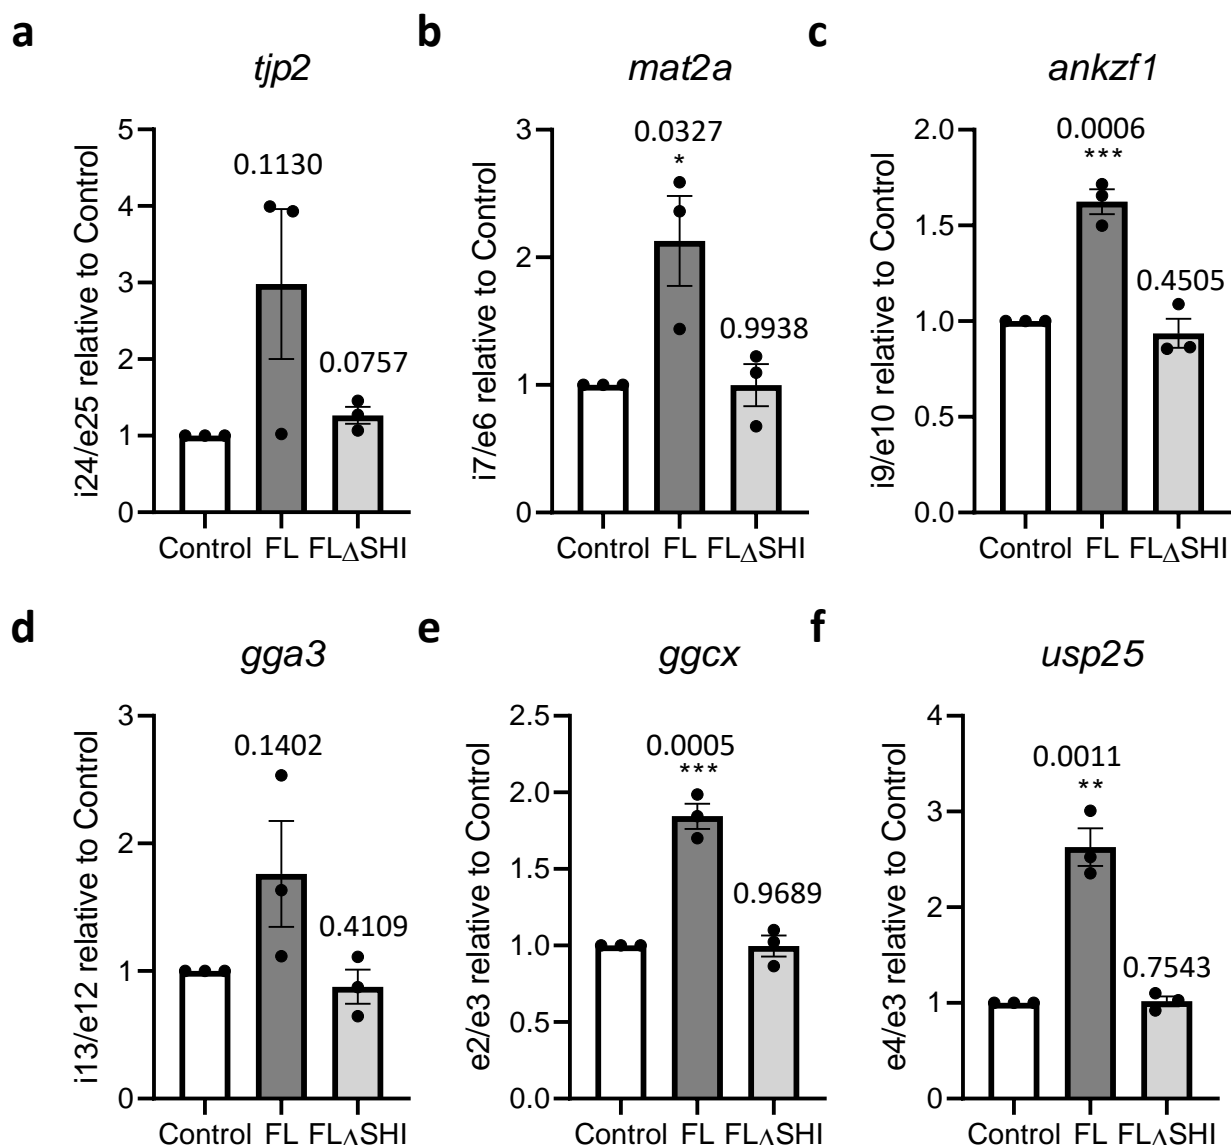

**Supplementary Figure 8. SETD2 SHI domain plays a role in alternative splicing.** (a-f) *setd2* $\Delta$  293T cells were rescued with Vector Control, SETD2 FL and SETD2 FL $\Delta$ SHI constructs and their RNA was isolated 72 hours post-transfection. Specific primers were designed to detect the indicated introns and exons and individual alternative splicing events were measured by quantitative PCR and represented by the ratios of intron to exon, or different exons. For each sample n = 3 independent biological samples examined in the same sequencing run. Data are presented as mean values with Standard Error of Mean. . Unpaired t test (two-tailed) was performed. p-value <0.05 was considered significant. p-values are depicted on the top of the respective graphs. SHI-SETD2-hnRNP Interaction.

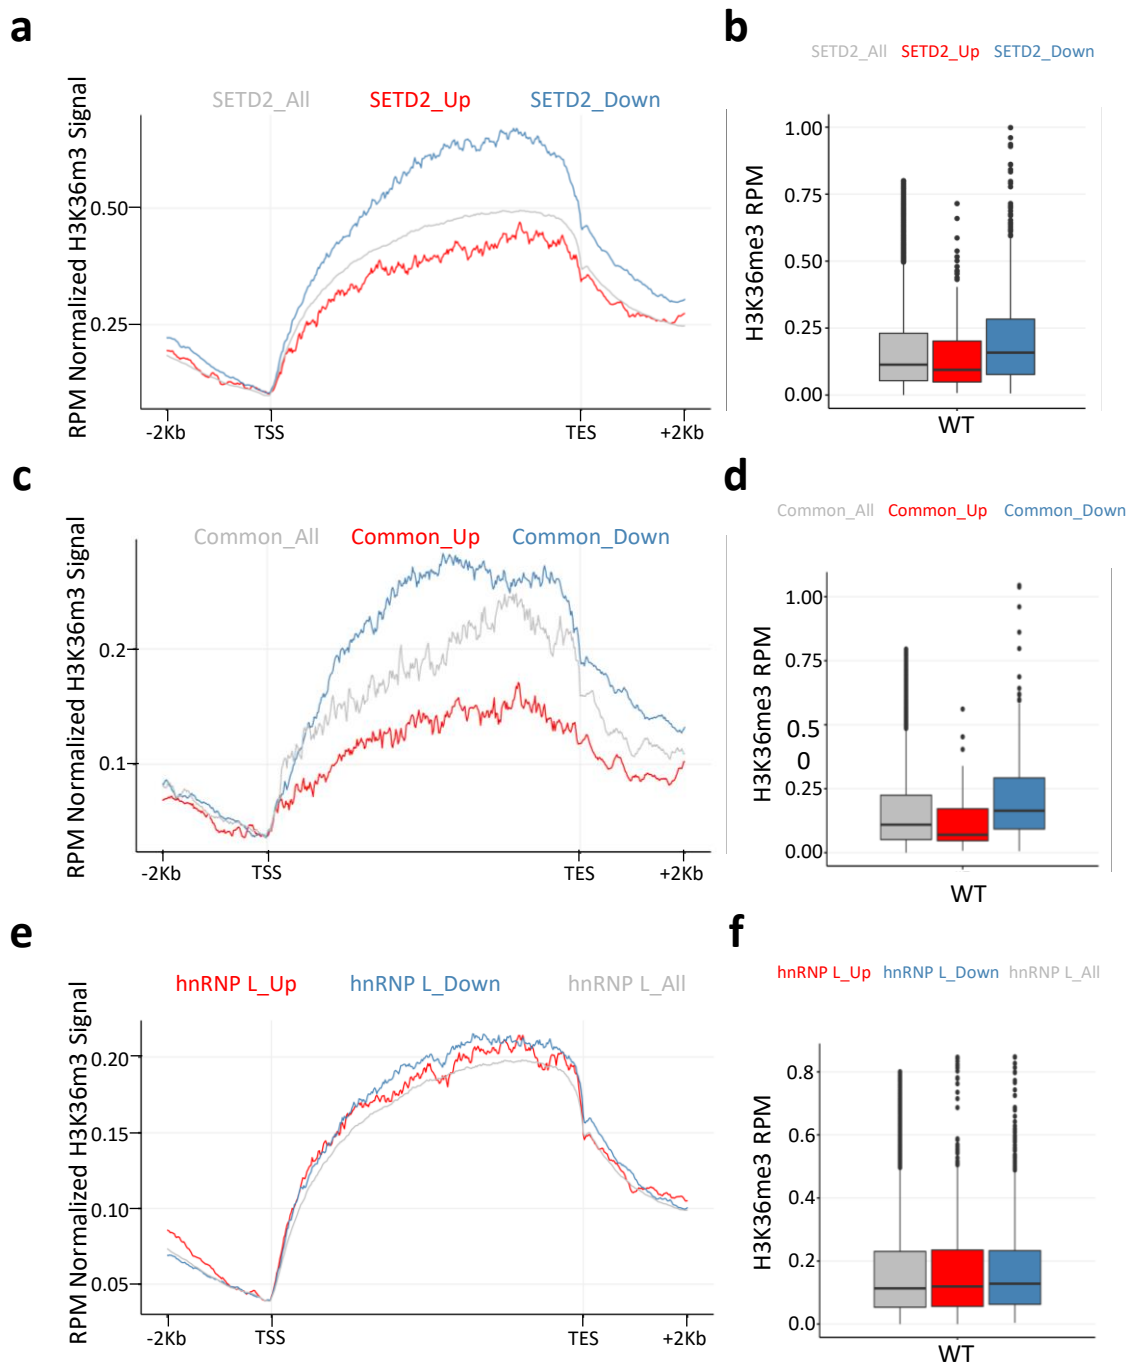

**Supplementary Figure 9. SETD2 and hnRNP L co-regulated splicing events correlate with H3K36me3 levels.** Metagenes plots (a, c, e) and boxplots (b, d, f) depicting the distribution of H3K36me3 of genes that show differential alternative splicing upon SETD2 and hnRNP L depletion. For each sample  $n = 2$  independent biological samples examined in the same sequencing run. RPM-Reads Per Million, TSS-Transcription Start Site, TES-Transcription End Site, WT-Wild Type. In the boxplots, the black line inside the box shows the median. The box bottom and top boarder correspond to 25th and 75th percentiles (Q1 and Q3 respectively). The whiskers represent ranges from  $Q1 - 1.5 * IQR$  to  $Q3 + 1.5 * IQR$  where IQR stands for interquartile range ( $Q3 - Q1$ ). Data points outside the whiskers could be outliers and are marked as black dots.

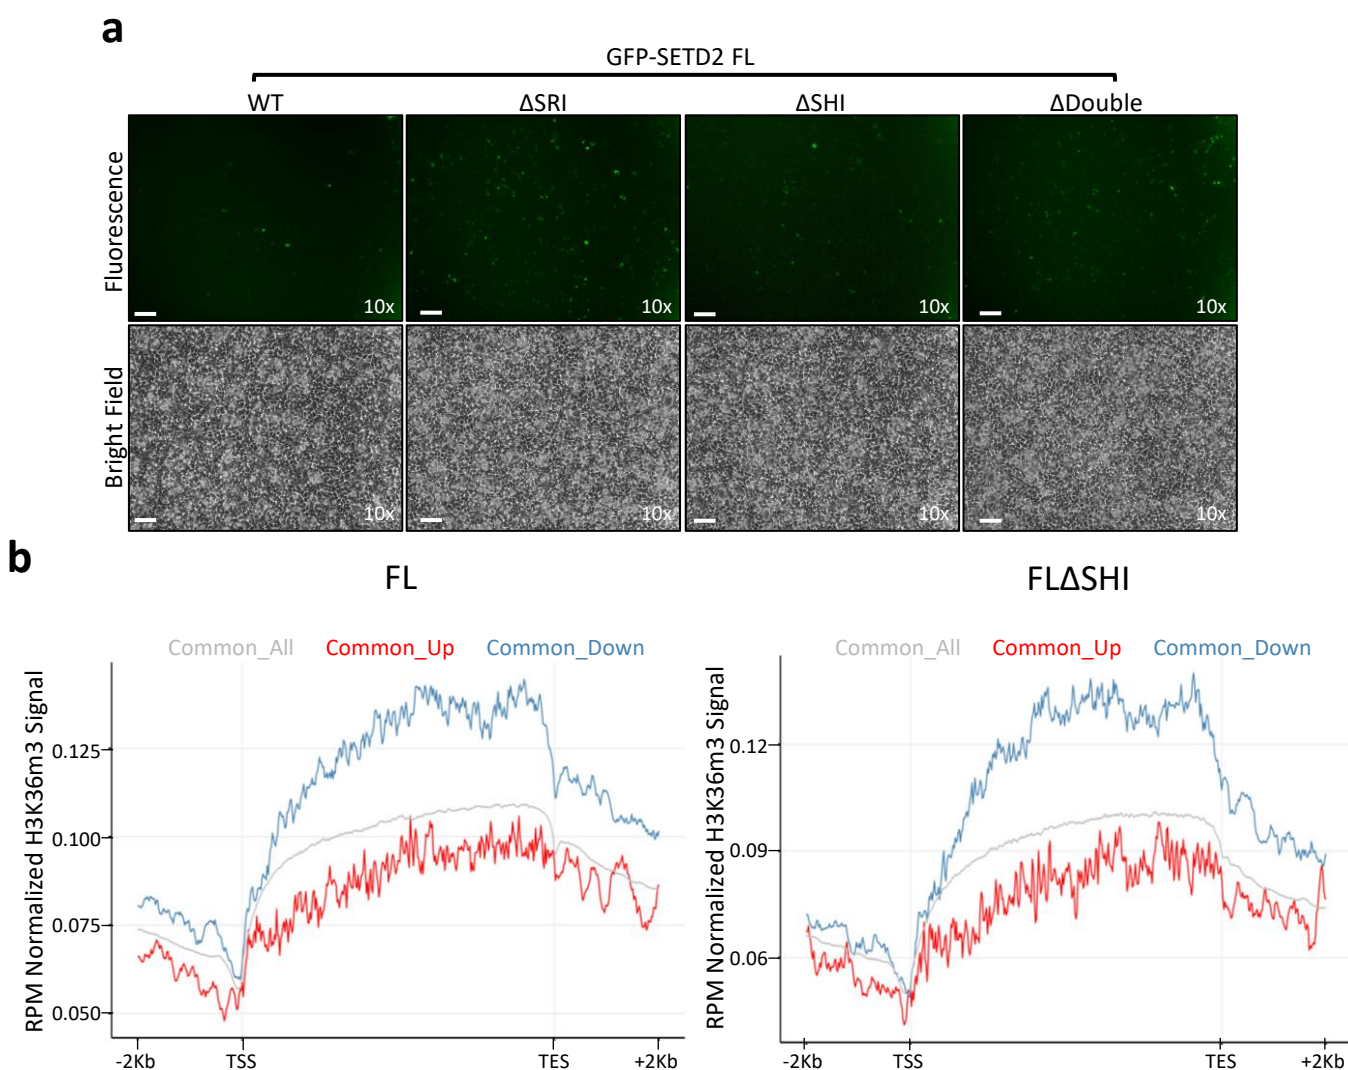

Supplementary Figure 10. **SETD2 FL and FLASHI show similar expression level and result in similar H3K36me3 distribution pattern.** (a) Microscopy images showing the expression of GFP-SETD2 FL mutants in 293T cells. The scale bar is 1 mm. (b) Metagene plot depicting the distribution of H3K36me3 of genes that show differential alternative splicing upon SETD2 and hnRNP L depletion after rescuing *setd2Δ* 293T cells SETD2 FL and SETD2 FL $\Delta$ SHI. SRI-Set2-Rpb1 Interaction, SHI-SETD2-hnRNP Interaction, RPM-Reads Per Million, TSS-Transcription Start Site, TES-Transcription End Site.

| Oligo       | Sequence (5'-3')          |
|-------------|---------------------------|
| SETD2_F     | AAGAAGCTCCCTCTCACAC       |
| SETD2_R     | GATCCACATAGGCCTGCATG      |
| hnRNPL_F    | TTCTGCTTATATGGCAATGTGG    |
| hnRNPL_R    | GACTGACCAGGCATGATGG       |
| GAPDH_F     | TTCGACAGTCAGCCGCATCTTCTT  |
| GAPDH_R     | CAGGCGCCCAATACGACCAAATC   |
| TJP2_C_F:   | CACTCCAAGCGCGGTTACTA      |
| TJP2_C_R:   | GGAGTGGCTAGTCTGATGCC      |
| TJP2_T_F:   | TGAAACTGGCAGAGACCTCG      |
| TJP2_T_R:   | AGGTGCTCCCTGACCTAAGA      |
| MAT2A_C_F:  | TCCCATCAGAGTCCACACAA      |
| MAT2A_C_R:  | AAGGTATTTTCGCAGGCACAAC    |
| MAT2A_T_F:  | GGCTTTCTGAAACCTACATGTGAA  |
| MAT2A_T_R:  | ACGCCTAGTGCTTTCCAAGTG     |
| ANKZF1_C_F: | GCTGGAGATGTTGGAGTGCT      |
| ANKZF1_C_R: | AGGAGAGTAAAGCCACCGGA      |
| ANKZF1_T_F: | GATGCGTGGATGTGTTGCAT      |
| ANKZF1_T_R: | GCCGCACAATAGAGGAAAGC      |
| GGA3_C_F:   | AGGATTGGGATGCCTGAGGA      |
| GGA3_C_R:   | CAGTAACCAAGGCACGCTCA      |
| GGA3_T_F:   | GCTCCAGTCCATGATGCAGA      |
| GGA3_T_R:   | CAGTGAAGTTCAGCGACCCT      |
| USP25_C_F:  | GCGAAGAATGCTAAGACCCC      |
| USP25_C_R:  | GTATCTGCTTGGCTTCCCACA     |
| USP25_T_F:  | TCTCACTGGAGATGATAAAGATGAT |
| USP25_T_R:  | GTCTCCCTGAATGCCCTGTT      |
| GGCX_C_F:   | CAGTCCCCCTCACCCAGAAAC     |
| GGCX_C_R:   | ACCTTGATGGGCTGGATGTG      |
| GGCX_T_F:   | TAAGCTTGCAGGGTCCGTTG      |
| GGCX_T_R:   | CAGGACAGCCGAATAGGGAAA     |

**Supplementary Table 1.** Sequence of oligos used to perform PCR.

# Supplementary material for: The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain
**Source:** Nat Commun. 2021 Mar 4;12:1443. doi: 10.1038/s41467-021-21663-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

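The tables of Supplementary Data 1 to 6 come from affinity purification followed by MudPIT mass spectrometry, in which a Halo-tagged bait is purified from cell extracts and all proteins eluted with it are identified from their peptides. The dNSAF of a protein is its number of spectra divided by its length, with spectra shared between proteins distributed among them, as a fraction of the total in that purification. It is therefore a relative amount within 1 purification. A mock purification without bait gives the background. The Detected column counts the replicate purifications in which a protein was found. QSPEC columns hold the log fold change and Z-statistic against the mock, and the paper took proteins with single purifications by their dNSAF ratio to the mock.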

**Supplementary Data 1.** Proteins identified by hnRNP L 162-321 fragment as the bait either treated with or without RNase.

**Supplementary Data 2.** The proteins co-purified with Halo-SETD2 1-1692.

**Supplementary Data 3.** Proteins that interact with SETD2C truncations as identified by MudPIT mass spectrometry.

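The columns of Supplementary Data 3 are truncations of the C-terminal part of SETD2, named by their first and last residue, so the table maps which stretch brings down hnRNP L. For most baits the SETD2 row holds the bait, and the hnRNP L value was divided by it. SETD2 is listed at 0 for residues 2164 to 2183, 2179 to 2198 and 2214 to 2263, so no ratio was taken from this table for these, although Supplementary Fig. 3b lists a bait value for residues 2179 to 2198. Computed from the paper's dNSAF values, this ratio was 2.92 for residues 1964 to 2564, 2.06 for residues 1964 to 2263 and 0.117 for residues 2164 to 2213. It was 0.0294 for residues 1404 to 1963, in which hnRNP L was found in 1 of 2 replicates. In the purifications of residues 1964 to 2113 and of residues 2263 to 2564, hnRNP L was listed at 0. The baits differ in length, so their ratios are not on a single scale.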

**Supplementary Data 4.** Proteins that interact with Halo-Set2 as identified by MudPIT mass spectrometry.

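In Supplementary Data 4 the bait is yeast Set2, expressed in human cells with and without the SHI domain of human SETD2 and with and without its own SRI domain. The ratio of hnRNP L to the bait, computed from the paper's dNSAF values, was 0.161 for Set2 with the SHI domain and 0.0390 for Set2 lacking the SRI domain with the SHI domain added. Without the SHI domain hnRNP L was listed at 0 in both purifications.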

**Supplementary Data 5.** Proteins interaction with various SETD2C truncations including SETD2CΔSRI, SETD2CΔSHI, and SETD2C-SHI.

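Supplementary Data 6 compares the proteins bound to Halo-SETD2C purified from cells treated with control siRNA and from cells treated with hnRNP L siRNA, with 2 replicates each. The ratio of hnRNP L to SETD2, computed from the paper's dNSAF values, was 0.186 with control siRNA and 0.140 with hnRNP L siRNA. These purifications are a separate experiment from the RNA-seq libraries.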

**Supplementary Data 6.** Proteins identified by MudPIT analysis when 293T cells were treated with a scrambled RNAi or RNAi against hnRNP L.

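The table of Supplementary Data 7 holds the genes that the authors called differentially expressed after SETD2 or hnRNP L depletion, with the log2 fold change, the mean log2 CPM and the FDR from their test on read counts. It lists 203 genes after SETD2 depletion and 1536 after hnRNP L depletion. Each listed gene was found in the TPM table. Of the 203, 181 passed the filter on TPM, and of these 174 had the listed direction and 143 an unadjusted p under 0.05 from limma. An adjusted p under 0.05 was reached by 8 of them when adjusted over all tested genes and by 139 when adjusted over the list alone. Of the 1536, 1316 passed the filter, and of these 1301 had the listed direction and 1082 an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 717 over all tested genes and by 1043 over the list alone. Because the list was made from the same libraries, these shares show no stability. Pearson's r across genes between the listed log2 fold changes and those computed from the TPM was 0.893 after SETD2 depletion and 0.939 after hnRNP L depletion. Both values pool upregulated and downregulated genes, and r was lower within each direction. After SETD2 depletion it was 0.688 among genes listed as upregulated and 0.105 among those listed as downregulated. After hnRNP L depletion it was 0.704 and 0.595. All genes on the SETD2 list, with those under the filter included, had a median mean TPM of 3.15, and those on the hnRNP L list one of 2.29.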

**Supplementary Data 7.** RNA-seq Differential Expression Analysis Report for hnRNP L depleted cells vs WT.

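Each entry of Supplementary Data 8 is 1 splicing event from rMATS, in 1 of 5 types, with the difference in inclusion level between siRNA and scramble. The genes with listed events were looked up in the gene-level TPM, which measure expression and not splicing. After SETD2 depletion the table names 1040 genes, of which 1007 were tested and 1 was called as differentially expressed by limma. After hnRNP L depletion it names 1788 genes, of which 1746 were tested, with 22 called as upregulated and 101 as downregulated. Genes with listed events were more highly expressed than the tested genes at large, with a median of the mean TPM of 18.1 after SETD2 depletion and 19.3 after hnRNP L depletion against 9.7. Reads on an alternative exon, or on an intron kept in an annotated transcript, can be counted to the gene in these TPM. A change in splicing can therefore move them. The paper's table counts 1245 events after SETD2 depletion and 2308 after hnRNP L depletion, with 188 shared events in the same direction and 14 in opposite directions. For SETD2 depletion the paper's text gives a smaller number of events than its table.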

**Supplementary Data 8.** Splicing changes in SETD2 and hnRNP L depleted cells.

# Supplementary material for: The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain
**Source:** Nat Commun. 2021 Mar 4;12:1443. doi: 10.1038/s41467-021-21663-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Mass spectrometer scan functions and HPLC solvent gradients were controlled by the XCalibur 2.0.7 data system (Thermo Scientific). ChIP-Seq samples (single reads of 50 bp) were run on an Illumina HiSeq 2500, using HiSeq Control Software v2.2.58, with RTA v1.18.64. RNA-Seq samples (paired end reads 75 bp) were run on the Illumina NextSeq 500, using NextSeq Control Software 2.2.0.4, with NextSeq RTA 2.4.11.

#### Data analysis

Mass spectrometry RAW files were extracted into .ms2 file format using RawDistiller v. 1.0. MS/MS spectra were first searched using ProLuCID. DTASelect v.1.9.44 was used to select and sort peptide/spectrum matches (PSMs) passing the following criteria set: PSMs were only retained if they had a DeltCn of at least 0.08; minimum XCorr values of 2.1 for singly-, 2.7 for doubly-, and 3.2 for triply-charged spectra; peptides had to be at least 7 amino acids long. Results from each sample were merged and compared using CONTRAST v.1.9. Combining all replicates, proteins had to be detected by at least 2 peptides and/or 2 spectral counts. Proteins that were subsets of others were removed using the parsimony option in DTASelect v.1.9.44 on the proteins detected after merging all runs. NSAF7 was used to create the final reports on all detected peptides and non-redundant proteins identified across the different runs. QPROT v. 1.2.2 was used to calculate a log fold change and Z-score for the samples compared to the mock control. proteins with log fold change >1 and Z-score > 2 were further analyzed in Ingenuity Pathway Analysis (IPA, Qiagen) to determine pathways enriched by the bait proteins.

For nucleic acid sequencing data, Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38) using Bowtie2 (version 2.3.4.1) with default parameters. The average normalized (RPM or spike-in) H3K36me3 signals in each bin were plotted using R package EnrichedHeatmap. RNA seq reads were aligned to the human genome (hg38 and Ensembl 96 gene models) using STAR (version STAR\_2.6.1c). TPM expression values were generated using RSEM (version v1.3.0). edgeR (version 3.24.3 with R 3.5.2) was applied to perform differential expression analysis, using only protein-coding and lncRNA genes. To perform differential splicing analysis, we used rMATs (version 4.0.2) with default parameters starting from FASTQ files. For spike-in ChIP-seq data, we also generated spike-in normalized bigWig tracks. R packages GenomicRanges (1.38) and rtracklayer (1.46) were used to generate bigWig files.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All relevant data are available. The data sets are publicly available in the Gene Expression Omnibus (GEO) database under the accession number GSE151296. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019376 and 10.6019/PXD019376. Additionally, the SETD2C truncation variants for Figure 3 have been deposited with the dataset identifier PXD019538 and 10.6019/PXD019538. Also, the data for Supplementary Figure 6b have been deposited with the dataset identifier PXD022946 and 10.6019/PXD022946. Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at <http://www.stowers.org/research/publications/libpb-1582> after the manuscript has been officially accepted.

List of figures that have associated raw data:

Figure 1, 2, 3, 5, 6, 7

Supplementary Figure 1, 2, 3, 6, 7, 9, 10

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Our study did not involve any organisms or human samples or clinical research. Two independent biological replicates were used in high throughput experiments. As the replicates were in very good agreement with one another, hence, the sample size was considered sufficient.                                                                                                                                                                                                                                               |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Experiments were replicated by using biologically independent replicates at least twice and by utilizing more than one technique to confirm the findings. For instance, crucial mass spectrometry findings were also confirmed by western blotting of the purified complexes. Depletion of the target protein was confirmed by western blotting, RT-PCR before proceeding for high through-put sequencing. ChIP-Seq was performed post observing expected enrichment by ChIP-PCR. All attempts at replication were successful. |
| Randomization   | The interpretation of the experiments performed by us required comparison of data from experimental sets versus the control set. For instance, for mass spectrometry experiments, data from known samples of interest were compared against mock samples. For RNA-Seq experiments, known samples of interest were first compared against known scramble siRNA treated cells. Hence, randomization was not possible.                                                                                                            |
| Blinding        | The interpretation of the experiments performed by us required comparison of data from experimental sets versus the control set. For instance, for mass spectrometry experiments, data from known samples of interest were compared against mock samples. For RNA-Seq experiments, known samples of interest were first compared against known scramble siRNA treated cells. Hence, the identity of the control and the experimental sets were required to be known.                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies            |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

hnRNP L (CST, 37562), FLAG (Sigma-Aldrich, A8592), Pol II (Abcam, ab5095), Halo (Promega, G9211), SETD2 (Abclonal, A3194), HA (Sigma, 04-902), His (Abcam, ab18184), H3K36me3 (CST, 4909S) H3 (CST, 9715S),  $\beta$ -actin (Abcam, ab8224).

## Validation

Commercially available antibodies were used in the study that are validated as per published reports and the manufacturer. Further validation was performed by us as follows:

- 1) hnRNP L: Depletion of hnRNP L resulted in the decreased intensity of the expected band [Figure 6a]. Product website (<https://www.cellsignal.com/products/primary-antibodies/hnrnp-l-antibody/37562>) states "Specificity / Sensitivity: hnRNP L Antibody recognizes endogenous levels of total hnRNP L protein. Species Reactivity: Human, Mouse, Rat, Monkey."
- 2) H3K36me3: Depletion of SETD2 methyltransferase results in the decreased intensity of H3K36me3 [Figure 6a]. Also, our ChIP-seq data using this antibody exhibits the expected enrichment of the peaks obtained. Product website (<https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys36-d5a7-xp-rabbit-mab/4909?site-search-type=Products&N=4294956287&Ntt=h3k36me3&fromPage=plp>) states "Specificity / Sensitivity: Tri-Methyl-Histone H3 (Lys36) (D5A7) XP® Rabbit mAb detects endogenous levels of histone H3 only when tri-methylated on Lys36. The antibody does not cross-react with non-methylated, mono-methylated, or di-methylated Lys36. In addition, the antibody does not cross-react with histone H3 methylated at Lys4, Lys9, Lys27 or histone H4 methylated at Lys20. Species Reactivity: Human, Mouse, Rat, Monkey."
- 3) FLAG, HA, His: Probing lysates of untransfected mammalian cells and untransformed bacterial cells do not show bands. The transfected/transformed cells show band of the expected size. FLAG: Product website (<https://www.sigmaaldrich.com/catalog/product/sigma/a8592?lang=en&region=US>) states that the Monoclonal ANTI-FLAG M2-Peroxidase is a mouse IgG antibody covalently conjugated to horseradish peroxidase (HRP). The antibody binds to FLAG fusion proteins and recognizes the FLAG epitope at N-terminal, Met-N-terminal, C-terminal, and internal FLAG peptides. HA: Product website (<https://www.sigmaaldrich.com/catalog/product/mm/04902?lang=en&region=US>) states that the antibody recognizes recombinant proteins containing the HA epitope tag. His: Product website (<https://www.abcam.com/6x-his-tag-antibody-hish8-ab18184.html>) states "Specificity: Recognizes His-tagged recombinant proteins or His-tagged proteins overexpressed in cells. ab18184 reacts to recombinant proteins containing the 6X His tag® or 10X His tag® fused to either the amino or carboxy terminus. Species reactivity: Species independent."
- 4) Pol II: This antibody has been successfully used by us to demonstrate that SETD2 lacking the SRI domain loses interaction with RNA Pol II. Mass spectrometry data of the purified complexes validate these findings (Figure 3). Product website (<https://www.abcam.com/rna-polymerase-ii-ctd-repeat-ysptps-phospho-s2-antibody-ab5095.html>) states "Specificity: This antibody recognises the phosphorylated serine found in the amino acid 2 position of the C-terminal domain repeat YSPTSPS. Species reactivity: Mouse, Rat, Human, Saccharomyces cerevisiae."
- 5) H3: Besides the expected size on a western blot, our ChIP-seq data using this antibody exhibits the expected distribution of the peaks obtained. Product website (<https://www.cellsignal.com/products/primary-antibodies/histone-h3-antibody/9715>) states "Specificity / Sensitivity: Histone H3 Antibody detects endogenous levels of total histone H3 protein. This antibody does not cross-react with other histones. Species Reactivity: Human, Mouse, Rat, Monkey, Zebrafish, Bovine, Pig"

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

HEK293T from ATCC

## Authentication

STR analysis

## Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No such cell lines were used in the study.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151296>

## Files in database submission

GSM4572151 wt 1.h3k36me3  
 GSM4572152 wt 2.h3k36me3  
 GSM4572153 WT scramble 1  
 GSM4572154 WT scramble 2  
 GSM4572155 WT siSETD2 2  
 GSM4572156 WT siSETD2 3  
 GSM4572157 WT sihnRNPL 1  
 GSM4572158 WT sihnRNPL 2  
 GSM4965970 fl\_1.h3k36me3.batch1  
 GSM4965971 fl\_2.h3k36me3.batch1  
 GSM4965972 flwoshi\_1.h3k36me3.batch1  
 GSM4965973 flwoshi\_2.h3k36me3.batch1  
 GSM4965974 fl\_1.h3k36me3.batch2  
 GSM4965975 fl\_2.h3k36me3.batch2  
 GSM4965976 flwosri\_1.h3k36me3.batch2  
 GSM4965977 flwosri\_2.h3k36me3.batch2

## Genome browser session

(e.g. [UCSC](#))

Genome browser track files (in bigwig format) are available under supplementary files for GSE151296

## Methodology

## Replicates

Biological replicates, two replicates, very good agreement

## Sequencing depth

| Sample                    | Total Reads/Pairs | Uniquely Aligned Reads/Pairs | Experiment Type | Seq Type   | Read Length |
|---------------------------|-------------------|------------------------------|-----------------|------------|-------------|
| wt_1.h3k36me3             | 78215270          | 48703501                     | ChIP-seq        | Single     | 51          |
| wt_2.h3k36me3             | 74319963          | 46969611                     | ChIP-seq        | Single     | 51          |
| fl_1.h3k36me3.batch1      | 77625091          | 56412229                     | ChIP-seq        | Single     | 51          |
| fl_2.h3k36me3.batch1      | 82176129          | 60044238                     | ChIP-seq        | Single     | 51          |
| flwoshi_1.h3k36me3.batch1 | 57712278          | 41160417                     | ChIP-seq        | Single     | 51          |
| flwoshi_2.h3k36me3.batch1 | 62201674          | 36964565                     | ChIP-seq        | Single     | 51          |
| Sample                    | Total Reads/Pairs | Uniquely Aligned Reads/Pairs | Experiment Type | Seq Type   | Read Length |
| fl_1.h3k36me3.batch2      | 37541319          | 27309116                     | ChIP-seq        | Single     | 51          |
| fl_2.h3k36me3.batch2      | 63296635          | 44393833                     | ChIP-seq        | Single     | 51          |
| flwosri_1.h3k36me3.batch2 | 49586871          | 36180246                     | ChIP-seq        | Single     | 51          |
| flwosri_2.h3k36me3.batch2 | 59206193          | 42519227                     | ChIP-seq        | Single     | 51          |
| wt_scramble_1             | 54919637          | 45689102                     | RNA-seq         | Paired-End | 76          |
| wt_scramble_2             | 51837600          | 42001447                     | RNA-seq         | Paired-End | 76          |
| wt_sisetd2_2              | 51619570          | 41178899                     | RNA-seq         | Paired-End | 76          |
| wt_sisetd2_3              | 64837830          | 56486926                     | RNA-seq         | Paired-End | 76          |
| wt_sihnrnpl_1             | 53458881          | 43605321                     | RNA-seq         | Paired-End | 76          |
| wt_sihnrnpl_2             | 54748878          | 47193521                     | RNA-seq         | Paired-End | 76          |

## Antibodies

H3K36me3 (CST, 4909S)

## Peak calling parameters

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to human genome (hg38) using Bowtie2 (version 2.3.4.1) with default parameters. For samples with fly spike-in, reads were first mapped to *Drosophila melanogaster* genome (dm6), and unmapped reads were then aligned to human genome (hg38).

Reads per million (RPM) normalized bigWig tracks were generated by extending reads to 150bp. For spike-in ChIP-seq data, we also generated spike-in normalized bigWig tracks (RPM normalization factor =  $1E6 / \text{number of reads aligned to hg38}$ , and spike-in normalization factor =  $1E6 / \text{number of reads aligned to dm6}$ ).

epic2 (with options: -gn hg38 -fs 200 -fdr 0.05) was used to call wide peaks for H3K36me3 ChIP-seq data for FL, N3, and N3ΔSRI. Next, R package ChIPseeker was applied (with options: genomicAnnotationPriority=c('Intergenic', '5UTR', '3UTR', 'Exon', 'Intron')) to obtain the genomic feature distribution (Ensembl 96 release) under peaks.

## Data quality

The most majority of ChIP-seq samples have more than 40 million uniquely mapped reads. Cross-correlation and ChanceQC plots show good IP enrichment. Correlation heatmaps show good correlation between replicates.

## Software

Peaks with  $FDR < 0.05$  are used to plot the genomic features under peaks.

bcl2fastq2 (v2.18)  
Bowtie2 (version 2.3.4.1)  
R (3.5.2)  
epic2

# Supplementary material for: The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain
**Source:** Nat Commun. 2021 Mar 4;12:1443. doi: 10.1038/s41467-021-21663-w

Figure 1c

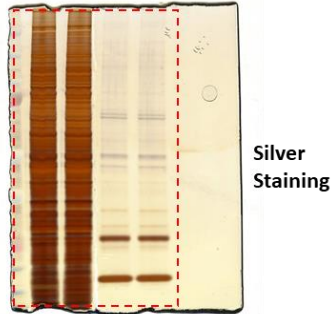

Figure 1d

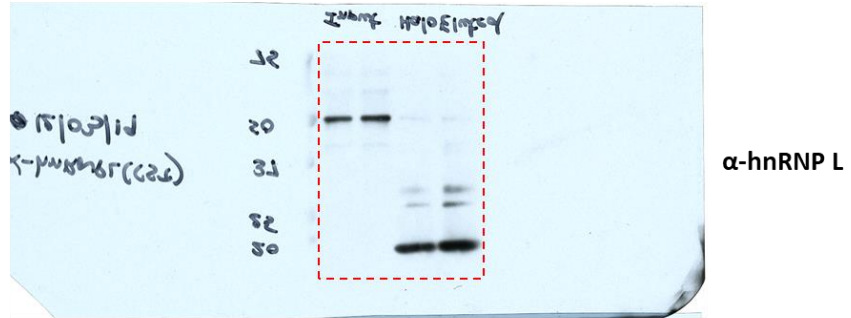

Figure 1d

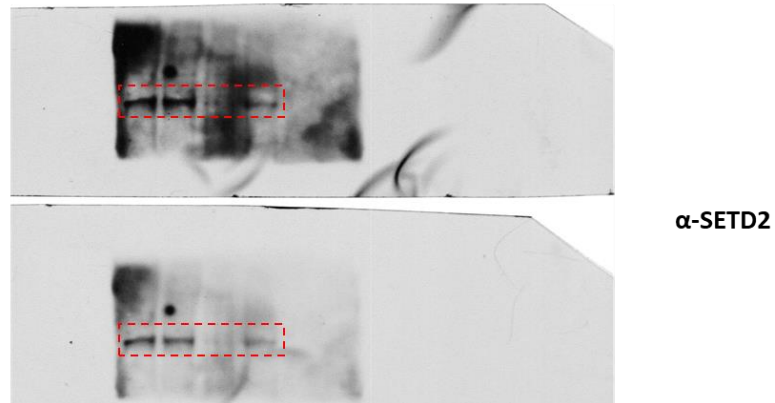

Figure 2c

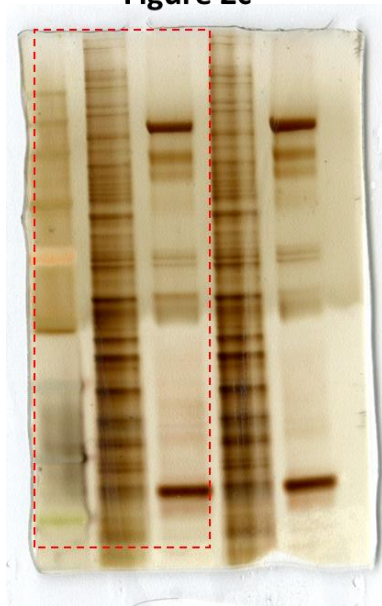

Silver  
Staining

Figure 2f

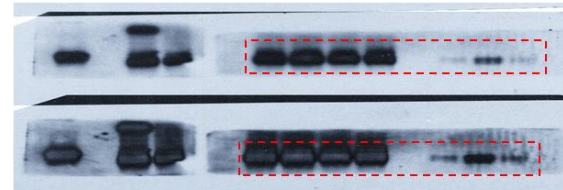

$\alpha$ - hnRNP L

Figure 3b

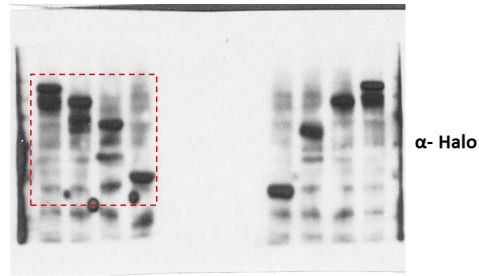

Figure 3b

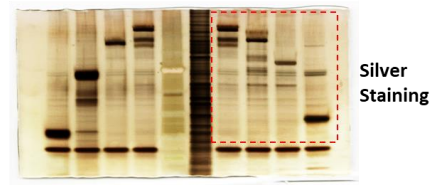

Figure 3b

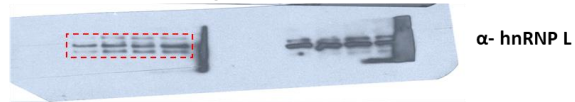

Figure 3b

Figure 3b

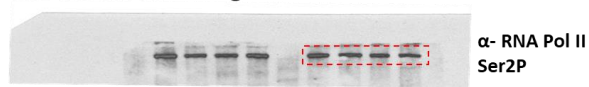

Figure 3b

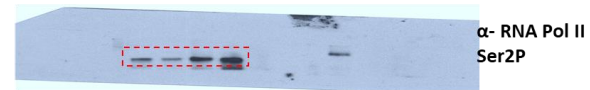

Figure 3d

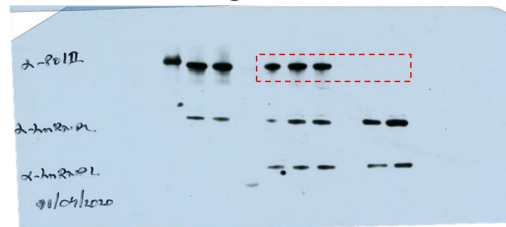

Figure 3h

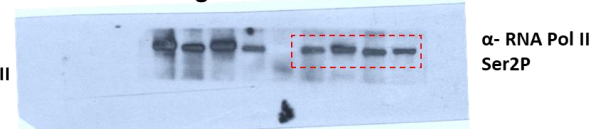

Figure 3d

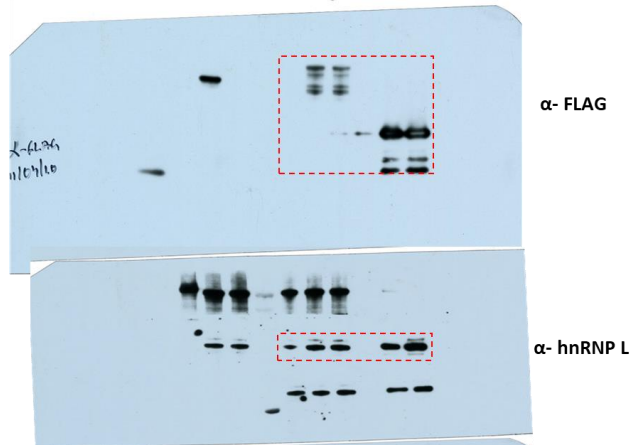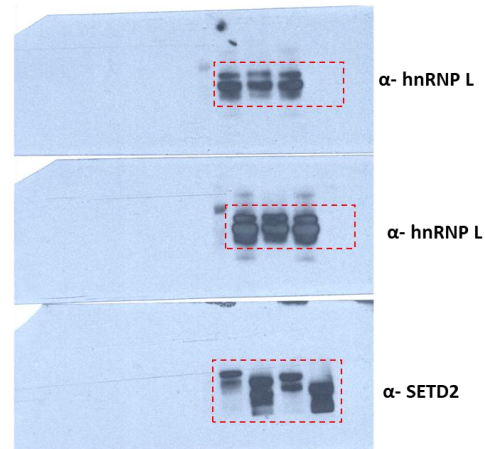

Figure 4c

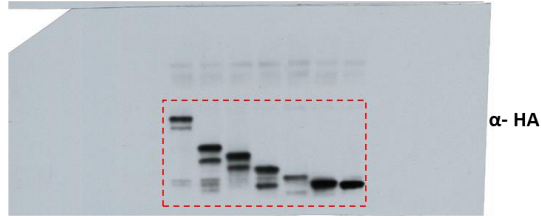

Figure 4c

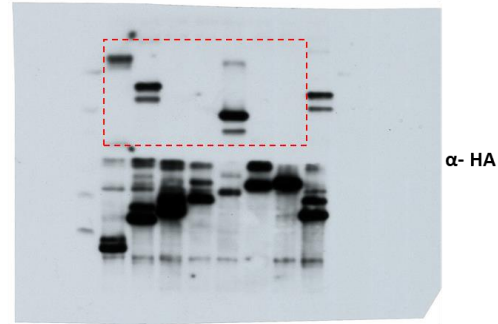

Figure 4c

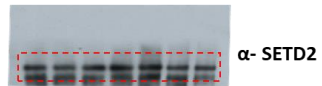

Figure 4c

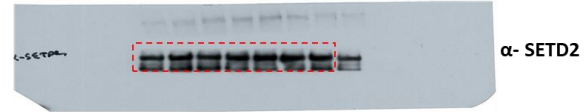

Figure 4c

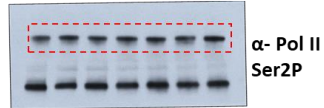

Figure 4c

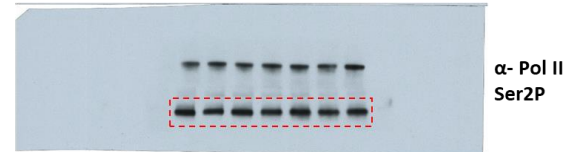

Figure 4c

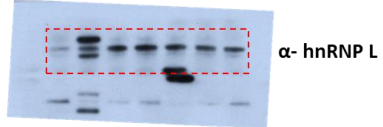

Figure 4e

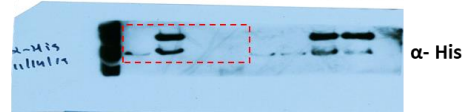

Figure 4c

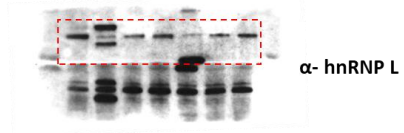

Figure 4e

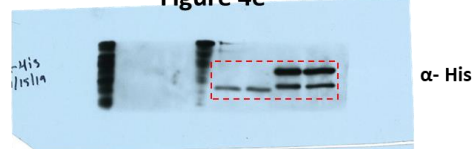

Figure 4e

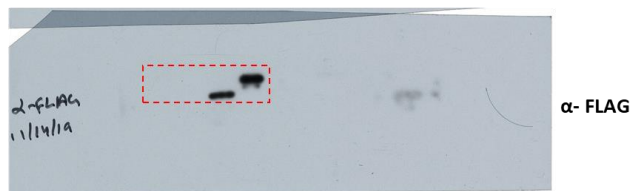

Figure 4e

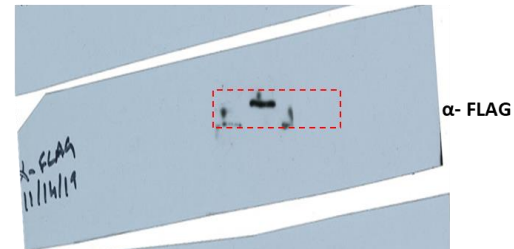

Figure 6a

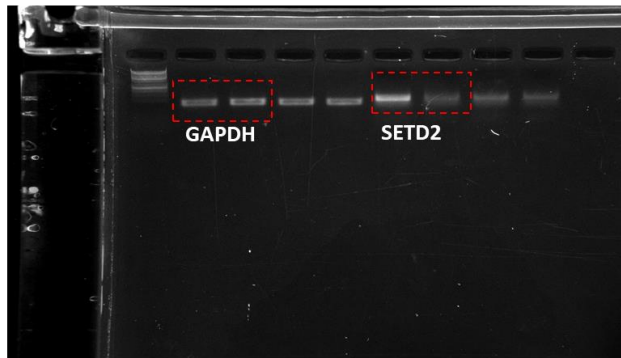

Figure 6a

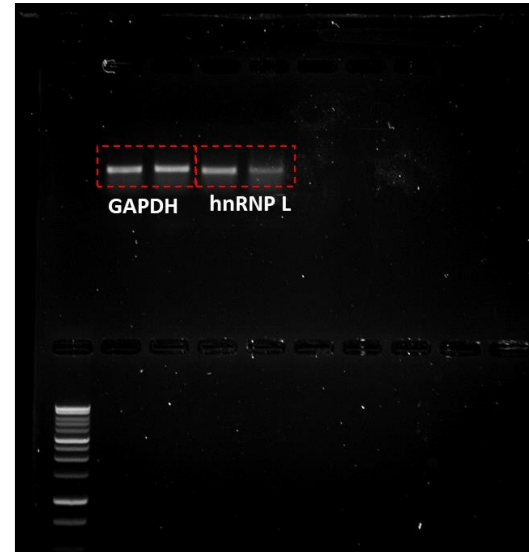

Figure 6a

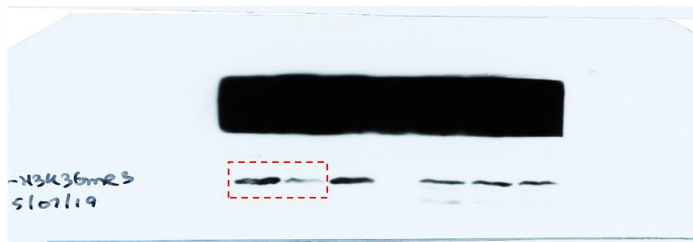

Figure 6a

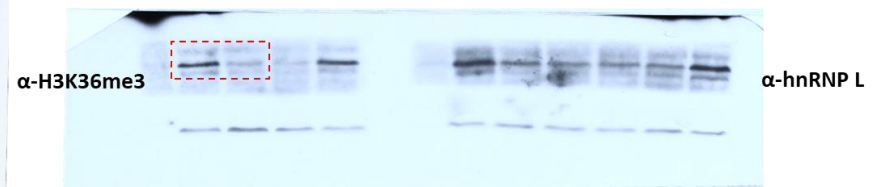

Figure 6a

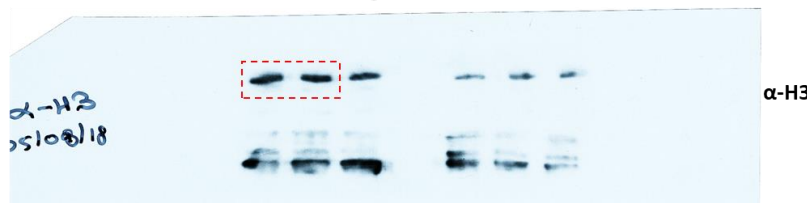

Figure 6a

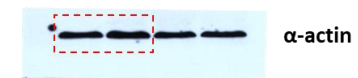

Figure 7b

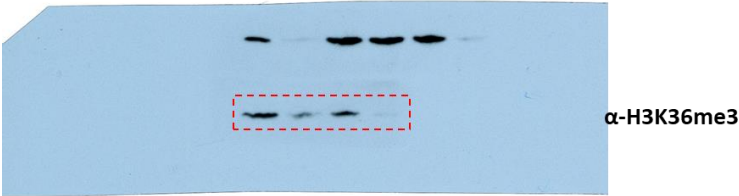

Figure 7b

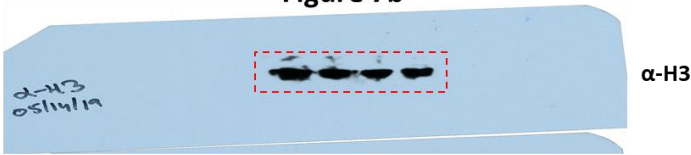

Figure 7c

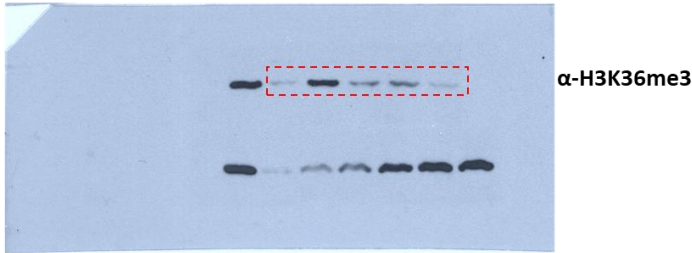

Figure 7c

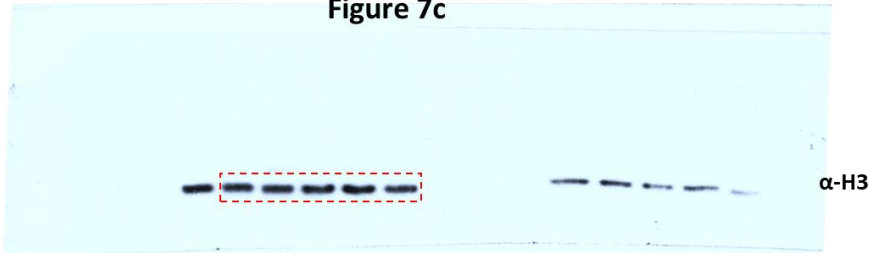

# Supplementary Figure 2

Supplementary Figure 2b

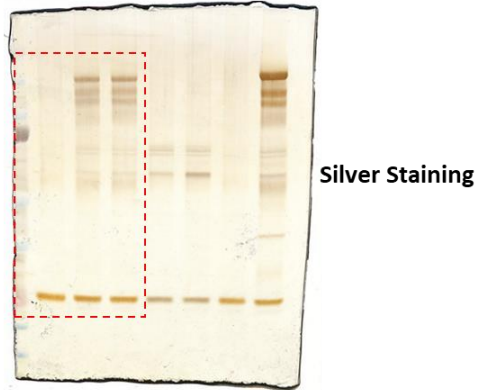

Supplementary Figure 2c

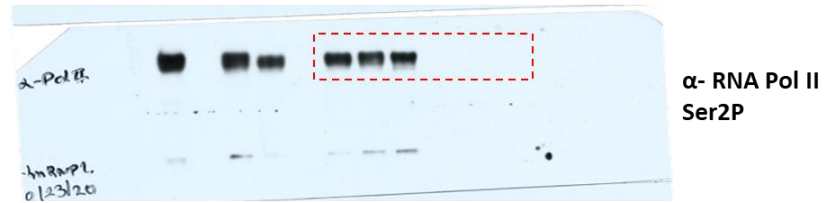

Supplementary Figure 2c

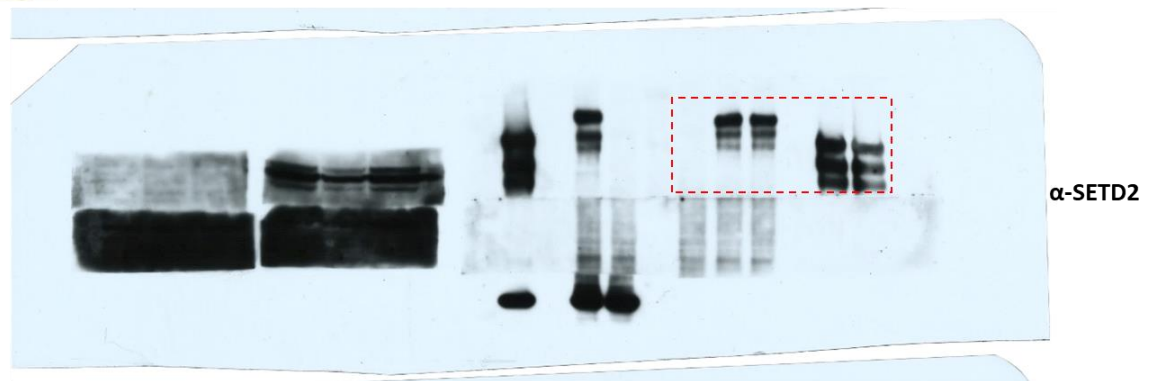

Supplementary Figure 2c

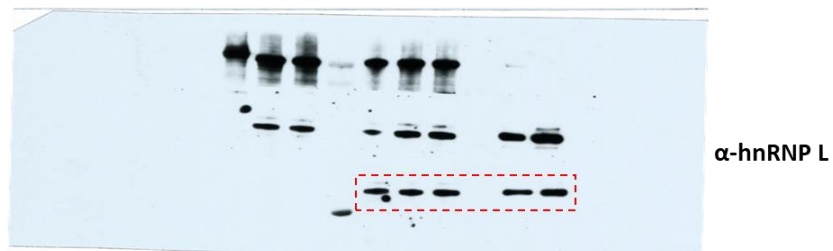

# Supplementary Figure 3

Supplementary Figure 3c

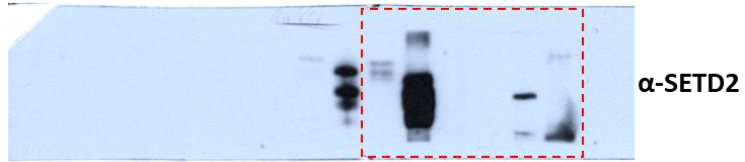

Supplementary Figure 3c

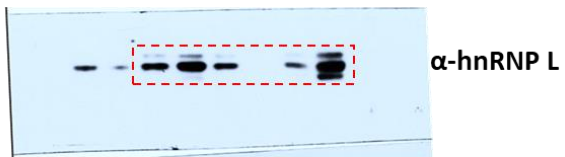

Supplementary Figure 3c

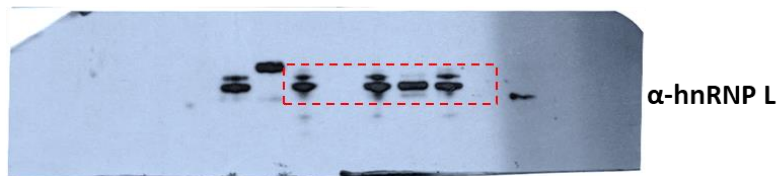

Supplementary Figure 3d

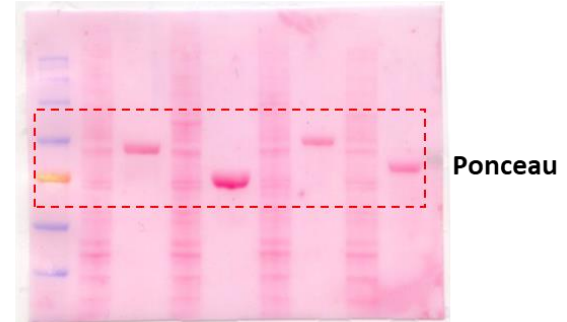

Supplementary Figure 3d

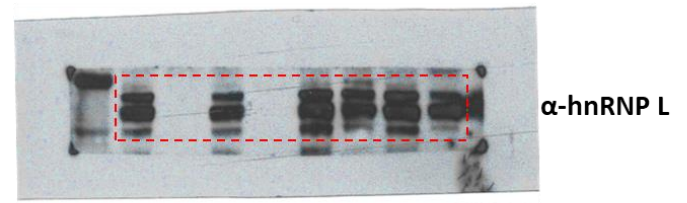

# Supplementary Figure 4

Supplementary Figure 4c

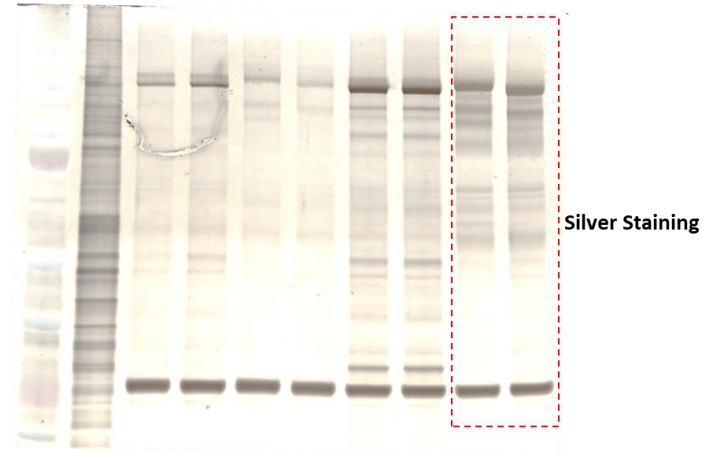

Supplementary Figure 4d

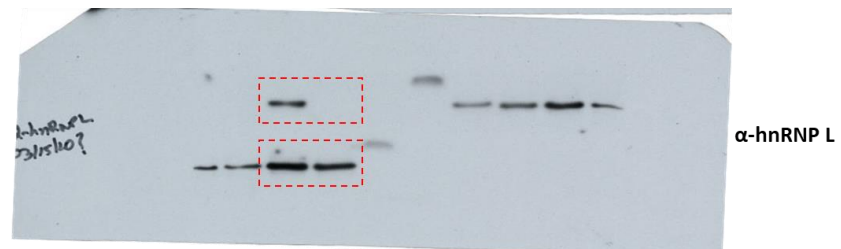

# Supplementary Figure 5

Supplementary Figure 5a

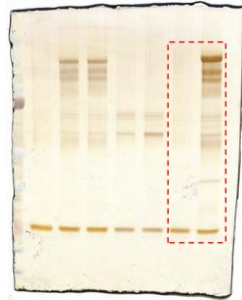

Supplementary Figure 5b

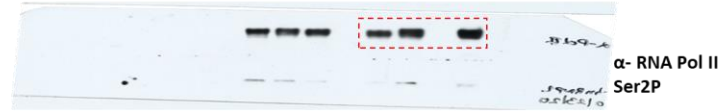

Supplementary Figure 5b

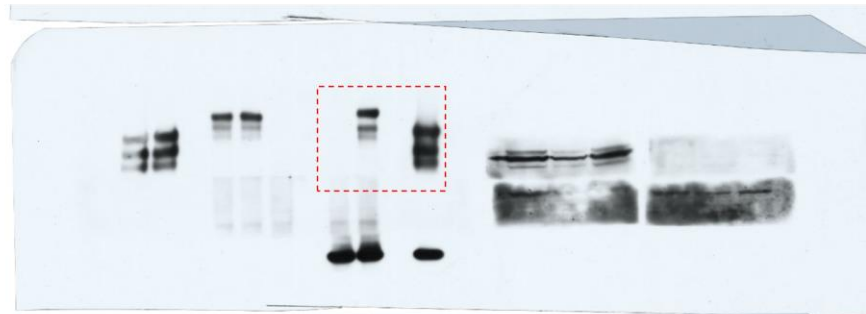

Supplementary Figure 5b

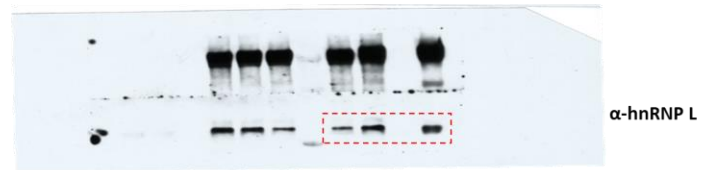

Supplementary Figure 5b

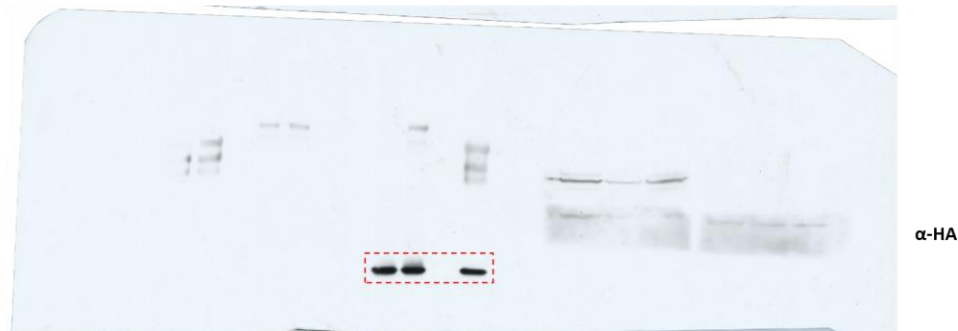

## Supplementary Figure 6a

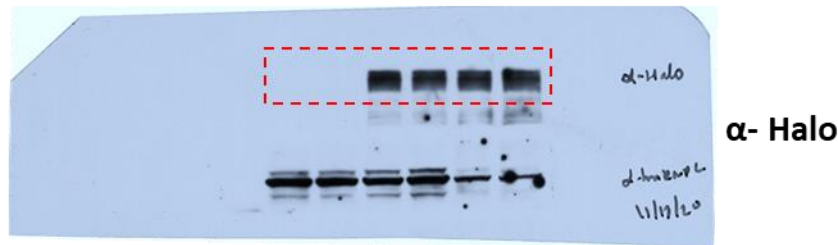

## Supplementary Figure 6a

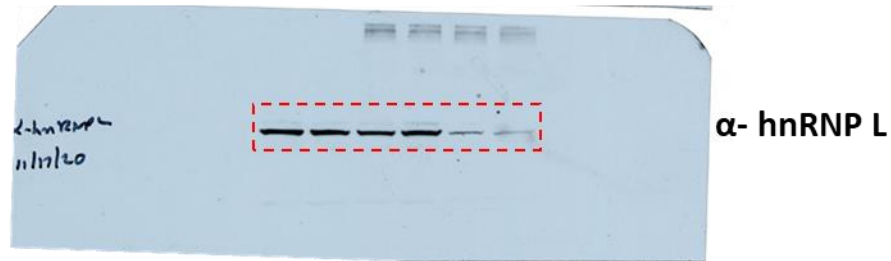

## Supplementary Figure 6a

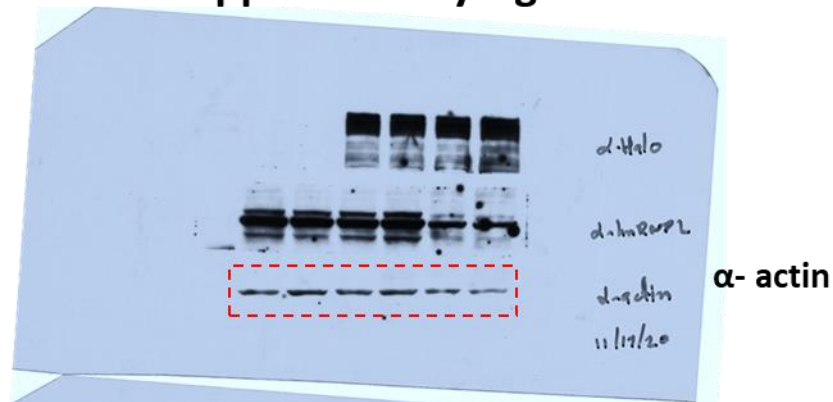

**Supplement:** Supplementary file 6 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

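RNA-seq of 293T cells transfected with scramble, SETD2 or hnRNP L siRNA was analysed, with 2 libraries per siRNA. The ChIP-seq tracks, mass spectrometry, PCR and western blots were not analysed here, and the splicing events were not recomputed, since gene-level values do not hold them. Conditions and replicate numbers come from the sample labels. The labels number the SETD2 siRNA libraries 2 and 3 and the other libraries 1 and 2.

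According to the methods, the authors aligned paired reads to hg38 with the gene models of Ensembl release 96 using STAR 2.6.1c, and the deposited TPM per gene were made by the authors with RSEM 1.3.0. The authors tested differential expression with edgeR 3.24.3 on protein-coding and lncRNA genes and splicing with rMATS 4.0.2. The table holds 58884 genes of all biotypes and 1 column per library, each summing to 1000000. TPM are scaled within each library and keep no read counts, so no counting error or smallest detectable share can be given. The Reporting Summary gives the number of uniquely aligned read pairs as 45689102 and 42001447 for scramble siRNA, 41178899 and 56486926 for SETD2 siRNA, and 43605321 and 47193521 for hnRNP L siRNA.

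The values were transformed to log2(TPM + 0.5), and fold changes are on this scale, which understates the change of genes with low values. Genes with a mean TPM of at least 0.5 over the 6 libraries were tested, 16300 in all. It had been planned to test only protein-coding and lncRNA genes if a biotype was known for every gene, and all genes otherwise. GENCODE release 44 gave no biotype for 412 genes of the table, 93 of them among the tested genes, so genes of all biotypes were tested and the fit of protein-coding and lncRNA genes became the alternative. The test was limma 3.58.1 in R 4.3.3, with 1 mean per siRNA, contrasts for each depletion against scramble and for hnRNP L against SETD2 depletion, and empirical Bayes moderation with a variance trend (prior degrees of freedom 5.74). Adjusted p are Benjamini-Hochberg over the tested genes. Genes were called at an adjusted p under 0.05 and a fold change above 1.5, the paper's cut-offs. Gene sets were tested with limma's camera. Overlaps of lists were described with Fisher's exact test. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9.

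The fit was tested on simulated data of 16300 genes in which 200 were changed. It called 175 of them with the right sign and 19 unchanged genes, and called 0 genes in the comparison without changes. Of the genes changed 2-fold, 3-fold and 4-fold, 48 of 67, 62 of 67 and 65 of 66 were called. The simulated genes were independent. With 200 changed genes, an adjusted p under 0.05 was easier to reach than in the SETD2 comparison, which had 17 calls. The shares can therefore overstate what that comparison could call. The 19 unchanged genes are more than an adjusted p of 0.05 allows on average among these calls.

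The rule for the genes named in the text, the gene sets and the alternatives were set before the data were examined, the gene sets after reading Supplementary Data 7. The named genes follow this rule. They are the genes that the paper or its supplement names for the RNA-seq, the interactors named in the results, and for each comparison and direction the 3 called genes with the largest log2 fold change that changed the same way in every pair of libraries. Any other gene is marked as named after its values were seen. 1 gene that the rule includes is not reported here.

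The alternatives were pseudocounts of 1 and 0.1, no filter, a mean TPM of at least 1, protein-coding and lncRNA genes only, median-ratio scaling, quantile normalization, TPM rescaled without the 37 mitochondrially encoded genes, a fit of only the 2 groups compared, no variance trend, no fold-change cut-off, a fold change above 2, a different scramble library for each siRNA, each library left out, and a replicate block for scramble and hnRNP L siRNA, which share the numbers 1 and 2. The block uses the numbers in the labels, as the paper's text names no pairing, and a block with crossed numbers was added after seeing the data, as were blocks with the SETD2 siRNA libraries numbered 1 and 2, as Fig. 6d numbers them, in the order of the labels or crossed. Groups of 2 libraries are too small to search for outlying libraries or to count other splits of the libraries.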

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

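The gene sets below were written after reading the authors' list of differentially expressed genes, and the paper discusses none of them. Of the tests in this part, the comparison with scramble replicate 2 alone for the mitochondrial set, and the tests on members outside the authors' list, were chosen after the result was seen. Sets were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets and comparisons. In 100 simulated data sets without changes, camera gave an unadjusted p under 0.05 in 0% for the cholesterol set, 13% for the mitochondrial set and 1% for the REST set. Genes were drawn independently in these data sets, so the rates do not cover co-regulation among the members of a set. The p-values from camera below are not calibrated for it.

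Cholesterol biosynthesis genes were lower after hnRNP L depletion. The mean log2 fold change of the 25 tested genes was -0.826, lower in 25 of 25 genes, with an adjusted p of 7.48e-14, and 17 of them were called as downregulated. After SETD2 depletion the mean was -0.072, with an adjusted p of 0.13 and 15 of 25 genes lower. The difference between the 2 depletions, which uses no scramble library, was -0.754 with an adjusted p of 1.37e-12. SREBF2, a regulator of these genes that belongs to the set and was named after its values were seen, changed by -1.46 on the log2 scale (standard error 0.122, adjusted p = 0.000725 from limma) after hnRNP L depletion. GC content, transcript length and expression level were tested against 10000 random sets matched on all of them, whose means ranged from -0.378 to 0.196. The set lay at percentile 0.0. For a single library, the weakest of the 4 pairings of 1 hnRNP L and 1 scramble library still gave -0.774. Under median-ratio scaling of the TPM the mean was -0.728. Of the 25 genes, 11 were on the authors' list for hnRNP L depletion, and the 14 genes outside Supplementary Data 7 had a mean of -0.525, with 14 of 14 lower. None of these technical explanations accounts for the pattern. A hypothesis is that hnRNP L depletion may lower the expression of the sterol pathway. Effects of the siRNA on transcripts other than its target were not tested, and the pattern cannot be told apart from them.

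Neuronal genes repressed by REST were higher after both depletions. The 15 tested genes had a mean log2 fold change of 0.851 after SETD2 depletion (14 of 15 higher, adjusted p of 2.39e-15, 5 called) and 0.6 after hnRNP L depletion (13 of 15 higher, adjusted p of 2.91e-09, 8 called). The difference between the 2 depletions was -0.251 with an adjusted p of 0.13. This set was drawn largely from the authors' list, which holds 10 of the 15 genes for SETD2 depletion and 11 for hnRNP L depletion. The 3 genes outside Supplementary Data 7 had means of 0.192 and 0.111, with 2 of 3 higher in each case. As genes outside the list are those under the authors' cut-offs, small means in them cannot tell whether the choice of members made the pattern. The other tests cannot separate the explanations either, since most of the genes had been chosen for this pattern. In them the set lay at percentile 100.0 of matched random sets after both depletions. The weakest pairing gave 0.834 after SETD2 depletion and 0.554 after hnRNP L depletion, and median-ratio scaling gave 0.841 and 0.679. No biological explanation is offered.

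Mitochondrially encoded mRNAs were lower after SETD2 depletion, with a mean log2 fold change of -0.723 (13 of 13 lower, adjusted p of 1.43e-05, 0 called). The size of the difference from scramble depends on 1 scramble library. Against scramble replicate 1 alone the mean was -1.353, and against scramble replicate 2 alone it was -0.094. All 13 mRNAs were higher in scramble replicate 1 than in replicate 2, by 1.259 on average. Mitochondrially encoded genes took 17.52% of the TPM of scramble replicate 1 and 7.86% of that of replicate 2. They took 6.73% and 6.7% with SETD2 siRNA and 10.86% and 8.8% with hnRNP L siRNA. The high share in scramble replicate 1 is therefore consistent with being the source of most of the difference from scramble. Without any scramble library, the set was also lower with SETD2 siRNA than with hnRNP L siRNA. The mean log2 difference of hnRNP L from SETD2 siRNA was 0.52 (12 of 13 higher, adjusted p of 0.000685), from 0.369 to 0.67 over the 4 pairings. Which of the 2 siRNAs, or the libraries, this comes from was not tested, and the data do not separate a biological change from differences between libraries. Supplementary Data 7 lists MT-CO1 and MT-CO3 as downregulated after SETD2 depletion. MT-CO1 had 19632.13 TPM in scramble replicate 1, 8131.31 TPM in replicate 2, and 6163.93 and 6313.79 TPM with SETD2 siRNA.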

How the results depend on the processing

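The replicate block with crossed numbers and the blocks by the numbers of Fig. 6d were chosen after seeing the data. For the named genes other than SETD2 and HNRNPL, with 40 results, 433 of 464 alternative tests kept their direction and their side of an adjusted p of 0.05, 19 became weaker, 8 became stronger and 4 reversed. Fitting only the 2 groups compared and fitting without a variance trend cannot move a fold change or the correlation, so they count for the calls alone. The changes of the filter, the restriction to protein-coding and lncRNA genes and the replicate blocks also leave each gene's fold change as it was. For these, only the side of an adjusted p of 0.05 could change, so a kept direction is no test. The cause was not tested for any of the changes below.

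Without a filter on low values, SETD2 depletion gave 0 upregulated genes and 1 downregulated gene, against 2139 genes with an unadjusted p under 0.05 in the filtered test, and hnRNP L depletion gave 62 and 173. The depletions then shared 0 upregulated and 1 downregulated gene (100.0% of the 1), 186 genes differed between them, SETD2 after its own siRNA kept its log2 fold change of -1.362 with an adjusted p of 0.161 (the other alternatives gave from 0.000312 to 0.0336), and 0 and 142 genes of Supplementary Data 7 were called after SETD2 and hnRNP L depletion. With a mean TPM of at least 1, 15 genes were downregulated by SETD2 depletion and 5 by both. With only protein-coding and lncRNA genes, SETD2 depletion gave 25 upregulated and 35 downregulated genes, 36.0% of the upregulated ones and 11 of the downregulated ones were shared, and 38 genes of the SETD2 list in Supplementary Data 7 were called.

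A pseudocount of 0.1 gave 14 genes downregulated by SETD2 depletion. Genes downregulated by hnRNP L depletion numbered 517 after median-ratio scaling and 482 after quantile normalization, and quantile normalization brought the shared part of the genes upregulated by SETD2 depletion to 100.0%. Without the mitochondrially encoded genes, 5 genes were downregulated by both. Fitting only the 2 groups compared gave 14 genes downregulated by SETD2 depletion, 4 upregulated by both and 5 called genes of the SETD2 list, and a fit without trend called 4 of that list. Without a fold-change cut-off hnRNP L depletion gave 443 upregulated and 1383 downregulated genes and 1753 genes differed between the depletions. At a fold change above 2 these counts were 112, 179 and 299. With the replicate block, 505 genes were downregulated by hnRNP L depletion. With the SETD2 siRNA libraries numbered 1 and 2 as in Fig. 6d, the replicate block gave 34 upregulated and 42 downregulated genes for SETD2 depletion and 1224 genes that differed between the depletions, and with these numbers crossed 12, 23 and 957. No paired analysis was possible by the labels for these comparisons because they share only 1 number.

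HNRNPL after SETD2 depletion changed sign to -0.094 under quantile normalization and to -0.065 without the mitochondrially encoded genes. After hnRNP L depletion, MAT2A changed sign to -0.016 without the mitochondrially encoded genes, ANKZF1 to 0.077 under median-ratio scaling and to 0.044 under quantile normalization, and GGA3 to 0.001 under median-ratio scaling. None of these had an adjusted p under 0.05. The correlation of the fold changes fell from 0.375 to 0.0756 and 0.0785 with a different scramble library for each siRNA. The cholesterol set after SETD2 depletion passed the threshold under quantile normalization, with a mean of -0.12. The difference between the depletions in the REST set passed it without a filter on low values (-0.197) and with a mean TPM of at least 1 (-0.372).

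Leaving out 1 library leaves an arm with a single library, so these fits give values without tests. HNRNPL ranged from -4.064 to -3.642 after hnRNP L depletion and from -0.178 to 0.244 after SETD2 depletion. After SETD2 depletion, GAPDH ranged from -0.015 to 0.338, ANKZF1 from -0.118 to 0.074 and USP25 from -0.092 to 0.022. After hnRNP L depletion, MAT2A ranged from -0.028 to 0.093 and ANKZF1 from -0.149 to 0.105. The correlation ranged from 0.308 to 0.559. For the other named genes, 115 of 160 such values stayed within 1 residual standard deviation of the fit of that gene, 38 moved by more and 7 reversed. With TPM and no counts, the depth of each library limits the genes under the filter in a way that cannot be computed. In simulated data of this size, 48 of 67 genes changed 2-fold were called, and 65 of 66 changed 4-fold. These shares come from independent genes, 200 of them changed, and can overstate what the SETD2 comparison could call.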

Differences from the paper's values

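A gap is taken as closed when a count or share lies within 1.5-fold of the paper's value, or a log2 fold change within 1 residual standard deviation of it, so closed does not mean equal. The paper reports 57 genes upregulated by SETD2 depletion, and 9 were called here. The paper reports 146 genes downregulated by SETD2 depletion, and 8 were called here. None of the alternatives set before the data were examined closed either gap. The paper's counts come from edgeR on read counts, which the TPM do not keep. All alternatives here used limma on TPM, so the part played by the test itself could not be examined. Restricting the fit to protein-coding and lncRNA genes came nearest in both directions, with 25 upregulated and 35 downregulated genes. A replicate block by the numbers of Fig. 6d, chosen after seeing the values, gave 34 and 42, which did not close the gaps either. The paper's table lists 602 genes upregulated by hnRNP L depletion, and 286 were called here. Median-ratio scaling of the TPM (429), quantile normalization (424) and the absence of a fold-change cut-off (443) closed this gap, as did the replicate block with crossed numbers (413), which was chosen after seeing the values, and the other alternatives did not. All of these counts stayed below the paper's. Genes downregulated by hnRNP L depletion number 934 in the paper's table and 816 here, but median-ratio scaling (517), quantile normalization (482), no filter on low values (173), a fit of only the 2 groups compared (561), a fold change above 2 (179) and the replicate block (505) opened a gap on that side.

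The paper's lists share 30 genes upregulated by both depletions, and 7 were shared here. They share 30 genes downregulated by both, and 3 were shared here. The paper's lists hold 3 genes changed in opposite directions, and 0 were called here, while 112 genes had opposite directions with an unadjusted p under 0.05 after both depletions. No alternative set before the data were examined closed these gaps. By the paper's lists, 20.5% of the genes downregulated by SETD2 depletion were also downregulated by hnRNP L depletion, and the share here was 37.5%. A pseudocount of 0.1 (28.6%) and a fit of only the 2 groups compared (21.4%) closed this gap, and the others did not. The shared part of the genes upregulated by SETD2 depletion is 52.6% by the paper's lists and was 77.8% here, which is no gap. A gap opened with a pseudocount of 0.1 (80.0%), median-ratio scaling (85.7%) and quantile normalization (100.0%). It also opened with TPM rescaled without the mitochondrially encoded genes (83.3%) and a fit without trend (83.3%). The other alternatives that gave this share did not open one. The log2 fold change of SETD2 after its own siRNA is -1.553 in the paper's table and was -1.362 here. The TPM rescaled without the mitochondrially encoded genes (-1.462) closed this gap. So did SETD2 after SETD2 siRNA without scramble siRNA replicate 2 (-1.455) and without SETD2 siRNA replicate 3 (-1.457), and the other alternatives did not. The same rescaling opened a gap for HNRNPL after hnRNP L depletion. Its log2 fold change is -3.71 in the paper's table, and was -3.853 here and -3.904 with this rescaling. The other alternatives that kept every library did not open one.

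The paper's text gives a larger share of the genes downregulated by SETD2 depletion that decreased with hnRNP L depletion than the 20.5% of the paper's own lists. PTGR2, CCDC18-AS1 and AC092376.2 are listed by the paper as changed by both depletions in opposite directions. Here PTGR2 was called only after hnRNP L depletion (log2 fold change 1.058, standard error 0.122) and CCDC18-AS1 after neither, under every alternative run for them, while AC092376.2 was not among the tested genes.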

Other observations

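In this part, the covariances and the count of directions among the called genes were chosen after the correlation was seen, and the other tests of explanations before their result was seen.

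The log2 fold changes of the 2 depletions correlated across genes with an r of 0.375 when both used the same scramble libraries. If the shared libraries were the cause, r was predicted to fall under 0.1 with separate scramble libraries, and the 2 values were 0.0756 and 0.0785. The covariance of the fold changes fell from 0.0484 to 0.0128 and 0.0126, so the added noise of a single control library does not account for the whole of the fall. Most of the correlation across all genes is therefore consistent with noise in the scramble libraries that both comparisons share. This concerns all tested genes taken together. Among the 17 genes called after SETD2 depletion, the same 14 of 17 count in a common direction was found with shared and with separate scramble libraries. This count was largely fixed in advance. In every called gene both siRNA libraries lay on the same side of both scramble libraries. For the 10 genes called after both depletions, separate scramble libraries could therefore change neither sign. Effects of the scramble siRNA itself could also move both comparisons the same way. Of the 10 genes called the same way in both, 9 were not called between the 2 siRNAs, but 3 of the 9 are listed at 0 in all 4 siRNA libraries and could not differ, and SYP differed at an adjusted p of 0.0481 from limma below the fold-change cut-off. Without cells that received no siRNA, this cannot be told apart from a common effect of SETD2 and hnRNP L.

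Downregulated genes outnumbered upregulated genes after hnRNP L depletion. Their share of the called genes was 74.0% in the deposited TPM, 54.7% under median-ratio scaling and 80.4% in TPM rescaled without the mitochondrially encoded genes. A share of 40 to 60% under median-ratio scaling had been predicted if scaling were the cause. As this scaling also moves the median log2 fold change of all tested genes from -0.084 to 0.005, it brings the called genes near an even split whatever the cause, and the test cannot tell scaling from a biological excess. Transcript length had a Spearman's rho of -0.156 with the log2 fold change across genes, against -0.135 between the 2 scramble libraries, and its size was under the 0.2 set for this explanation. GC content had a rho of 0.0456, against 0.206 between the scramble libraries. Called genes did differ in length, with a median of 1405.5 bases for downregulated and 843.5 for upregulated genes against 1123.0 for tested genes, so a part played by length is not excluded. No biological explanation was tested.

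A hypothesis that genes with a splicing change in Supplementary Data 8 also change more in expression was tested. Their median absolute log2 fold change was 0.149 after SETD2 depletion, at percentile 89.66 of 10000 random lists matched on mean expression, and 0.202 after hnRNP L depletion, at percentile 96.49. The medians of the random lists were 0.142 and 0.193. Both percentiles lie within the central 95% set for this test, but the hypothesis has 1 direction and few random lists reached the value after hnRNP L depletion, so a small excess there is neither shown nor excluded.

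Genes of the splicing primers in Supplementary Table 1 were measured at the level of the whole gene. MAT2A had a log2 fold change of -0.567 (standard error 0.095, adjusted p = 0.0924 from limma) after SETD2 depletion and of 0.033 (standard error 0.095, adjusted p = 0.856 from limma) after hnRNP L depletion, neither past the threshold. It differed between the 2 depletions (0.6, standard error 0.095, adjusted p = 0.00919 from limma). ANKZF1, GGA3, USP25 and GGCX had adjusted p between 0.117 and 0.956 in both comparisons. Among interactors named in the results, MED23 changed by -0.284 and -0.396 (standard error 0.125) after SETD2 and hnRNP L depletion, U2AF2 by 0.161 and -0.368 (standard error 0.105), and HNRNPA1 by 0.291 and 0.279 (standard error 0.115), none with an adjusted p under 0.05 from limma. GAPDH changed by 0.161 and 0.45 (standard error 0.139), also without one. U2AF2 did differ between the 2 depletions (-0.529, standard error 0.105, adjusted p = 0.0176 from limma). MED23, HNRNPA1 and GAPDH did not pass 0.05 in that comparison. In the fit of protein-coding and lncRNA genes, MAT2A after SETD2 depletion and U2AF2 and GAPDH after hnRNP L depletion did pass 0.05, as did U2AF2 and GAPDH under quantile normalization and without the mitochondrially encoded genes, and GAPDH under median-ratio scaling.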
